# Vitamins D and K jointly protect against osteoarthritis via regulating OSCAR during osteoclastogenesis

**DOI:** 10.1016/j.jot.2025.03.018

**Published:** 2025-05-12

**Authors:** Yang Zhao, Qianhua Ou, Hong Huang, Delong Li, Jianmao Chen, Song Xue, Zuoqing Zhou, Guangfeng Ruan, Changhai Ding

**Keywords:** Vitamin D, Vitamin K, Osteoarthritis, Subchondral bone remodeling, Pain, Osteoclast, OSCAR

## Abstract

**Objective:**

The effects of vitamins D and K on osteoarthritis (OA) progression remain ambiguous, particularly in its subtype, osteoporotic OA (OPOA), where aberrant activation of osteoclasts exacerbates subchondral bone remodeling. This study aimed to investigate the effect of 1,25-dihydroxyvitamin D3 (calcitriol) and menaquinone-4 (MK4) on OA and OPOA progression and explore their combined mechanisms in osteoclastogenesis inhibition.

**Methods:**

Therapeutic effects of calcitriol and MK4 were evaluated in OA and OPOA models induced by medial meniscus destabilization (DMM) and bilateral ovariectomy (OVX). In vitro analyses assessed their impact on chondrocyte degradation and osteoclastogenesis. RNA sequencing of preosteoclasts elucidated the vitamins' anti-osteoclastogenic mechanisms.

**Results:**

Combined administration of calcitriol and MK4 significantly attenuated cartilage degradation in OA and OPOA mouse models, though direct effects on chondrocyte degradation were limited. Importantly, calcitriol and MK4 jointly suppressed osteoclastogenesis in vivo and in vitro, ameliorating subchondral remodeling and reducing pain levels in OPOA mice. Mechanistically, osteoclast-associated receptor (OSCAR) mediated their anti-osteoclastogenic effects.

**Conclusions:**

Calcitriol and MK4 confer enhanced benefits on OA and OPOA progression through OSCAR-mediated osteoclastogenesis inhibition in preosteoclasts.

**The Translational potential of this article:**

This study demonstrates vitamins D and K as dual-action agents inhibiting osteoclastogenesis and normalizing subchondral bone remodeling both in OA and OPOA models, making it a potential therapeutic alternative for the disease.

## 1 Introduction

Osteoarthritis (OA) is a prevalent disabling disease among the elderly, which results in joint pain, stiffness, and disability. Approximately 250 million people worldwide suffer from symptomatic OA [1]. As a whole joint disease, the pathological features of OA mainly involve cartilage degradation, synovitis, and subchondral bone remodeling [2,3]. Multiple strategies targeting cartilage repair, extracellular matrix protease, inflammation, and other bioactive reagents have been investigated for OA treatment, although their efficacy and safety are still unclear [4]. Currently, no treatment options are available to halt the progression of OA, except for arthroplasty in the advanced stage [5].

Subchondral bone remodeling is essential to OA progression [6]. In healthy joints, subchondral bone nourishes cartilage and cushions against joint impact [7]. However, during the early stage of OA, aberrantly enhanced osteoclastogenesis in the subchondral bone is observed, leading to a deteriorated bone turnover and released transforming growth factor-β1 (TGF-β1) from the bone matrix [8]. In the late stage of OA, subsequently, mesenchymal stem cells are excessively recruited and differentiate into osteoblasts by TGF-β1 signaling, which results in accelerated bone formation, thickened subchondral bone microstructure, and impaired buffering function, thus aggravating cartilage degradation [9]. Moreover, overactivated osteoclasts secrete Netrin-1, which stimulates the growth of sensory nerves into the subchondral bone marrows, leading to increased pain sensitivity of the joints [10]. As documented osteoclast inhibitors, bisphosphonates reduce subchondral bone turnover, alleviate cartilage deterioration, and target bone marrow lesions and vascularization in animal studies [11]. Additionally, a review highlighted the osteoclast-mediated benefits of bone-acting agents, including bisphosphonates, parathyroid hormone analogs, and denosumab, in post-menopausal OA [12]. Therefore, it was proposed that regulation of aberrant subchondral bone remodeling by suppressing overactivated osteoclastogenesis could be a promising approach for OA treatment [13].

As a common and debilitating condition like OA, osteoporosis (OP) also frequently affects the elderly, particularly postmenopausal females [14]. The hallmark feature of OP, increased bone resorption, was also an important pathological change in the subchondral bone during the early stage of OA [15], which indicates a possible connection between OP and OA in pathogenesis. Osteoporotic OA (OPOA) has been recognized as a subtype of OA characterized by excessive osteoclast activity and aggravated subchondral bone remodeling with accelerated cartilage degradation [16,17].

Vitamins D and K are both fat-soluble nutrients playing essential roles in multiple physical activities, including skeletal metabolism, immune regulation, and blood coagulation [18,19]. Currently, vitamins D and K have been extensively utilized in the treatment of OP. However, the clinical significance of vitamins D and K in relation to OA and its subtype, OPOA, remains unclear. Current evidence from limited clinical research presents several points of controversy. On one hand, insufficient serum levels of vitamins D and K, and the usage of vitamin K antagonist anticoagulant are associated with an increased incidence and progression of OA, while adequate levels or sufficient intake of these vitamins are correlated with improved knee structure and symptoms [[20], [21], [22], [23]]. On the other hand, randomized clinical trials (RCTs) conducted globally have shown that vitamin D is ineffective in preventing cartilage loss, although it does reduce the Western Ontario and McMaster Universities Arthritis Index (WOMAC) pain score and enhance function in patients with knee OA [24]. With respect to vitamin K, only one RCT has been conducted concerning OA. Neogi et al. reported that phylloquinone (vitamin K1) supplementation did not lead to improvements in radiographic findings of hand OA, even among patients with insufficient baseline levels of vitamin K [25]. Overall, the limited efficacy of single administration of vitamins D or K has impeded their advancement as potential disease-modifying osteoarthritis drugs (DMOADs).

Recently, researchers have begun to examine the two vitamins in conjunction. Shea et al. reported that individuals with adequate levels of vitamins D and K demonstrated superior lower limb function compared to those deficient in vitamin D, vitamin K, or both, based on data analysis from two large OA cohorts [26]. Furthermore, it has been reported that specific vitamin K-dependent proteins, such as osteocalcin (OCN) and matrix Gla protein (MGP), can be upregulated by vitamin D and carboxylated by vitamin K, thereby promoting mineral deposition in osteoblasts and inhibiting arterial calcification [27,28]. These findings indicate a potential functional interaction between the two vitamins. However, the extent to which combined supplementation of vitamins D and K exerts a therapeutic effect on OA, and its subtype OPOA, or whether these two vitamins are mutually essential for each other's functional outcomes, remains largely unknown.

In this study, we aimed to investigate the specific roles of 1,25-dihydroxyvitamin D3 (calcitriol, here after referred to as vitamin D) and menaquinone-4 (MK4, here after referred to as vitamin K), two commonly utilized forms of vitamins D and K, respectively, in the progression of OA and OPOA, as well as their underlying mechanisms. We demonstrated that combined treatment of vitamin D and K effectively ameliorated cartilage degradation and pain level in vivo, not through direct preservation of chondrocyte degradation, but through jointly inhibiting osteoclastogenesis, thereby normalizing subchondral bone remodeling and sensory innervation. Mechanistically, we identified osteoclast-associated receptor (OSCAR) as an essential mediator for the joint effect of vitamins D and K on osteoclastogenic inhibition. Our study could provide novel insights into the clinical significance of vitamins D and K for OA and OPOA patients.

## 2 Materials and methods

### 2.1 Reagents and materials

Calcitriol (HY-10002) and Menaquinone-4 (HY-B2156) were purchased from MedChemExpress (New Jersey, USA). Dulbecco's modified eagle's medium: F12 (DMEM/F12), alpha-modified eagle's medium (α-MEM), and fetal bovine serum (FBS) were obtained from Invitrogen (California, USA). Penicillin-Streptomycin Solution and 0.25 % trypsin were purchased from Beyotime (Shanghai, China). Recombinant human interleukin 1β (IL-1β) (CG93) and recombinant mouse macrophage-colony stimulating factor (M-CSF) (CB34) were purchased from Novoprotein (Jiangsu, China). Recombinant mouse receptor activator of nuclear factor-κB ligand (RANKL) (462-TEC) was purchased from R&D Systems (Minnesota, USA). Polyvinylidene fluoride (PVDF) membranes were purchased from Millipore (Massachusetts, USA). Safranin O/fast green (G1371), hematoxylin (G1120), 4 % paraformaldehyde (PFA) (P1110), ethylene diamine tetra-acetic acid (EDTA) decalcifying solution (E1171), tartrate-resistant acid phosphatase (TRAP) stain kit (G1492), and Goldner's trichrome stain kit (G3550) were purchased from Solarbio (Beijing, China). Cell Counting Kit-8 (CCK-8) (C0038) was supplied by Beyotime (Shanghai, China).

### 2.2 OA and OPOA mouse models

Male and female C57BL/6J mice were obtained from Baishitong Corporation (Beijing, China). 12-week-old mice were used for the drug treatment, followed by OA and OPOA modeling. Mouse experiments were conducted in a specific pathogen-free laboratory. All mice received vitamin D and K deficient chow (Trophic Animal Feed High-Tech Co., Ltd, China) throughout the experiment.

For OA models and drug intervention, male mice were randomly assigned to five groups (n = 12 per group) based on a random number table: (1) SHAM group, receiving sham surgery; (2) DMM group, receiving destabilization of medial meniscus surgery (DMM); (3) DMM + Vit D group, receiving DMM and calcitriol (20 μg/kg every other day); (4) DMM + Vit K group, receiving DMM and MK4 (50 μg/kg every other day); and (5) DMM + Vit D + K group, receiving both calcitriol and MK4 as scheduled. Mice in different groups were pre-treated with indicated doses of calcitriol and MK4 by gavage for two weeks before receiving DMM as previously described [29]. After anesthesia with isoflurane inhalation, a longitudinal incision was made on the right knee to transect the medial meniscus tibial ligament under a surgical microscope. One day post-DMM, treatment continued until harvest. After five or ten weeks of treatment, mice were euthanized and knees were sampled for further analysis.

The OVX + DMM model combines systemic estrogen deficiency (OVX) with localized joint instability (DMM) to simulate OPOA pathophysiology. This dual-intervention approach induces accelerated joint degeneration, subchondral bone remodeling, and systemic bone loss, thereby enhancing both pathological relevance and translational potential. For OPOA models and drug intervention, female mice were randomly assigned to six groups (n = 18 per group) based on a random number table: (1) SHAM group, receiving sham surgery; (2) DMM group, receiving DMM; (3) OVX + DMM group, receiving both DMM and bilateral ovariectomy (OVX); (4) OVX + DMM + Vit D group, receiving OVX + DMM and calcitriol (20 μg/kg every other day); (5) OVX + DMM + Vit K group, receiving OVX + DMM and MK4 (50 μg/kg every other day); and (6) OVX + DMM + Vit D + K group, receiving both calcitriol and MK4 as scheduled. Two weeks prior to DMM, mice in different groups were pre-treated with indicated doses of calcitriol and MK4 and underwent OVX to induce osteoclast activation as previously described [30]. After anesthesia with isoflurane inhalation, a longitudinal incision was made on the back for ligation of fallopian tubes followed by removal of ovaries. One day post-OVX, treatment continued until harvest. Knee joints were collected at two, six, and ten weeks post-DMM for further analysis.

Finally, the sample size was calculated based on a previously described principle [31]. Briefly, the sample size was decided by the “resource equation”: E = (the total number of experimental units) – (the number of treatment groups). The value of E was chosen to be between 10 and 20. In our study, the experiment was divided into five (OA model) or six (OPOA model) treatment groups, and the mice were euthanized in two time points. Thus, there were 10 and 12 treatment factors for OA and OPOA model, respectively. Therefore, four to six mice per group were required at least.

### 2.3 Human cartilage

This study was approved by the Ethics Committee of Zhujiang Hospital, Southern Medical University (2019-KY-022-03). The articular cartilage samples were obtained from patients undergoing total knee replacement for end-stage OA (excluding those with inflammatory or infectious arthritis) at the Department of Orthopedics, Zhujiang Hospital, Southern Medical University. We followed all ethical guidelines and informed all patients of the procedures of this study. All patients signed informed consent prior to surgery and their basic clinical data were collected (Table S3).

### 2.4 Cell isolation and culture

Cartilage samples for primary chondrocyte isolation were harvested from visually intact areas of the tibial plateau and femoral condyle, avoiding severely damaged or fibrillated regions to ensure the isolation of viable chondrocytes. Primary human chondrocytes were digested and isolated according to the protocol previously reported [32]. Cartilage tissue was washed three times with sterile PBS containing 1 % Penicillin-Streptomycin and then carved into fragments (0.5 mm^3^). The chopped pieces were soaked in 0.25 % trypsin (containing 0.02 % EDTA) in a 37 °C shaker (100 rpm) for 30 min, followed by incubation with 0.2 % collagenase type II in a 37 °C thermostatic oscillator for 24 h. Primary chondrocytes were obtained by gradient centrifugation of digestive fluid. Chondrocytes were cultured in a 10 cm culture dish using DMEM/F12 medium (containing 10 % FBS and 1 % Penicillin-Streptomycin) for three days and were passaged at 80 % confluence.

Primary mouse bone marrow-derived macrophages (BMDMs) were isolated as previously described [33]. Briefly, 10-week-old C57BL/6J mice were euthanized, and bilateral legs were collected by sterile operation. After opening both terminals of the tibias and femurs, bone marrow was flushed into a culture dish using α-MEM (containing 10 % FBS and 1 % Penicillin-Streptomycin) and was incubated for 12 h. Subsequently, the non-adherent cells were collected and cultured with α-MEM containing 10 % FBS, 1 % Penicillin-Streptomycin, and M-CSF (20 ng/ml) to promote macrophage adhesion and proliferation.

### 2.5 Cell viability assay

Primary human chondrocytes (1 × 10^4^/well) and BMDMs (1 × 10^4^/well) were cultured separately in 96-well plates and then incubated with vitamin D or K at incremental concentrations for 48 h. Cells were washed with phosphate-buffered saline (PBS) twice and then incubated with culturing medium containing CCK-8 solution (10 μL) for 1 h (37 °C, 5 % CO_2_). The absorbance of the medium at 450 nm was then measured by a microplate reader and analyzed.

### 2.6 Osteoclastogenesis assay

For osteoclastogenesis, cells were incubated with M-CSF (20 ng/mL) and RANKL (100 ng/mL) in the presence or absence of the indicated doses of vitamins D and K or indicated treatments for four to six days until formed osteoclasts appeared. Next, cells were washed with PBS and fixed in 4 % PFA for 30 min, then TRAP staining was conducted with a kit, followed by image acquisition using a microscope (Leica, Germany), and TRAP-positive multinucleated cells were counted with the assistance of Image-pro plus software (USA) and differences between groups was further analyzed.

### 2.7 Osteoclast resorption activity (pit assay)

For osteoclast resorption activity assay, BMDMs were seeded on hydroxyapatite-coated plates (CLS3989; Corning). The cells were treated with M-CSF (20 ng/ml) and RANKL (100 ng/ml) in the presence or absence of the indicated doses of vitamins D and K or indicated treatments for three to five days. Cells were detached from the plate by washing buffer and were gently washed away, and images of hydroxyapatite resorption pits were captured by a light microscope (Leica, Germany) and the areas of the pits were measured by ImageJ software (USA).

### 2.8 Analysis of real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from primary chondrocytes and BMDMs with TRIZOL (AGbio, China). 300–500 ng RNA was then reverse-transcribed into complementary DNA (cDNA) using reverse transcription reagents (AGbio, China). mRNA expression levels were detected using SYBR PremixExTaq (AGbio, China) by CFX connect (Bio-rad, USA). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was set as the reference to analyze relative gene expression of each target based on 2-ΔΔCT method. Primer sequences of each gene are listed in Table S1.

### 2.9 Western blotting (WB) analysis and antibodies

Cultured cells were washed with pre-cooled PBS and lysed with Radio Immunoprecipitation Assay (RIPA) lysis buffer (containing 1 % phenylmethylsulfonyl fluoride). The collected proteins were quantified and denatured by being boiled in a metal bath with sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) loading buffer (Beyotime, China). 20 μg of the protein per sample was subjected to electrophoresis and transferred onto PVDF membranes. Antibodies against glyceraldehyde-phosphate dehydrogenase (GAPDH) (1:5000; 60004-1-Ig, Proteintech), β-Tubulin (1:5000; 10094-1-AP, Proteintech), matrix metalloproteinase 13 (MMP13) (1:1000; ab39012, abcam), A disintegrin and metalloproteinase with thrombospondin motifs 5 (ADAMTS5) (1:1000; ab41037, abcam), type II Collagen alpha 1 (COL2A1) (1:1000; ab34712, abcam), aggrecan (ACAN) (1:1000; 13880-1-AP, Proteintech), Cathepsin K (CTSK) (1:1000; ab19027, abcam), C-FOS (1:1000; 2250, Cell Signaling Technology), Nuclear factor of activated T-cells, cytoplasmic 1 (NFATC1) (1:1000; 8032, Cell Signaling Technology), Netrin-1 (1:1000; ER1913-65, HUABIO) and OSCAR (1:1000; MAB1633, R&D system) were incubated with the PVDF membranes in 4 °C, overnight. After incubation with primary antibodies, samples were incubated with corresponding rabbit or mouse horseradish peroxidase (HRP)-labeled secondary antibodies (1:5000; Proteintech). Ultimately, Immunoreactive bands were visualized with an ECL system (NCM biotech, China), captured with a chemiluminescence apparatus (Bio-rad, USA) and analyzed using ImageJ software (USA).

### 2.10 RNA sequencing analysis

BMDMs stimulated with M-CSF (20 ng/ml), RANKL (100 ng/ml), and calcitriol (1000 nM) and MK4 (40 μM) for 48 h were collected for total RNA extraction using TRIzol Reagent (AGBio, China) according the manufacturer's instructions. Then RNA samples were determined and quantified. A cDNA library constructed by the pooled RNA was sequenced run with Illumina NovaseqTM 6000 sequence platform. Using the Illumina paired-end RNA-seq approach, we sequenced the transcriptome, generating a total of millon 2 x 150 bp paired-end reads. Differential expression analysis was performed by edgeR software between groups. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the screened differentially expressed genes was conducted under the assistance of a bio-information processing website: https://www.bioinformatics.com.cn.

### 2.11 RNA interference

Small interfering RNAs (siRNAs) for mouse OSCAR were designed and synthesized by Igebio Bio (Guangdong, China). siRNA sequences specific to the OSCAR gene are listed in Table S2. 

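Each of the 3 siRNAs against OSCAR in Table S2 is printed there with a sense strand that ends in a TT overhang. Without the overhang, the 21 bases of each of these sense strands were compared with the transcripts of GENCODE release M21 (GRCm38), and each matched the sense sequence of 1 gene, Oscar. siOSCAR#1 (GCAUCAUAGUUACUUGUGAUUTT) matches chromosome 7 from 3610814 to 3610834 in exon 5 of transcript ENSMUST00000039507. siOSCAR#2 (CAGCCCAGUAAUGUUCUGGAATT) matches 3611597 to 3611617 in exon 3, and siOSCAR#3 (CUUGGACUAUACCCAGGGAAATT) matches 3610879 to 3610899 in exon 5 of the same transcript. All 3 sites lie in the coding sequence of that transcript, which has 5 exons on the minus strand. siOSCAR#2 matches all 4 annotated Oscar transcripts, and siOSCAR#1 and siOSCAR#3 each match 3 of them. Matches with mismatches in other genes were not searched, and the control siRNA (siNC) was not compared.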

BMDMs were transfected with siRNA using Lipofectamine 3000 (Thermo Fisher Scientific, USA) following the manufacturer's instructions. Briefly, BMDMs were starved in Opti-MEM for 30 min, then were transfected with OSCAR siRNAs or control siRNA with Lipofectamine 3000. After 12 h, the medium was replaced with α-MEM (containing 10 % FBS and 20 ng/ml M-CSF). After 24 h, cells were treated with M-CSF (20 ng/ml) and RANKL (100 ng/ml) to induce osteoclastogenesis for another 48 h. Protein and RNA samples of each group were collected for further analysis.

### 2.12 OSCAR overexpression by lentivirus transduction

Lentivirus (pcSLenti-EF1-EGFP-P2A-Puro-CMV-OSCAR-3xFLAG-NPRE) was obtained from OBiO Technology (Shanghai, China) to achieve the overexpression of OSCAR in preosteoclasts. BMDMs were transduced with lentivirus in the presence of 10 μg/mL polybrene for 24 h on Day 0 (the first day when BMDMs were induced by M-CSF and RANKL). The cell density of BMDMs in a 6-well plate was 5 × 10^5^ cells per well. The final Multiplicity of Infections (MOI) was controlled to 8 according to preliminary experiments. After incubation with lentivirus and polybrene for 24 h, cells were cultured in α-MEM (containing 10 % FBS, 20 ng/ml M-CSF, and 100 ng/ml RANKL) in the presence or absence of indicated doses of vitamins D and K. After 48 h, samples were collected for further analyses.

### 2.13 Histological analysis

Mouse knee joint tissues were harvested and fixed in 4 % paraformaldehyde for 48 h, followed by decalcification in 10 % ethylene diamine tetra acetic acid (EDTA) for two weeks. Then, samples were embedded in paraffin and serially sectioned (4 μm thickness) in the sagittal view of the medial compartment of the knee joint. Each knee was embedded in the same orientation. Next, Safranin O and fast green, TRAP, and Goldner's trichrome staining were performed following the manufacturer's instructions. The images were captured using a light microscope (DM2500, Leica, Germany). The summed Osteoarthritis Research Society International (OARSI) scores of medial femoral condyle and medial tibial plateau cartilage, with a maximum score of 12, were assessed to quantify the severity of cartilage degradation. TRAP staining was used to indicate mature osteoclasts in the subchondral bone of mice. Goldner's trichrome staining was used to indicate the process of bone formation. The above-mentioned analyses were conducted by two independent researchers blinded to the grouping details.

### 2.14 Immunohistochemistry and immunofluorescence analysis

Immunohistochemistry was conducted following a standard protocol published previously [34]. Briefly, the slices were baked at 68 °C and then soaked in xylene and gradient alcohol. Antigen retrieval was conducted by bathing the sections in diluted sodium citrate/EDTA repairing solution at 62 °C overnight. Endogenous peroxidase was blocked with 3 % H_2_O_2_, and slices were blocked in immunostaining blocking buffer for 1 h. Then, sections were incubated using primary antibodies against MMP13 (1:200; ab39012, abcam), COL2A1 (1:200; ab34712, abcam), COLX (1:200; ab58632, abcam), and OSX (1:200; ab22552, abcam) overnight at 4 °C. The next day, the slices were washed with PBS, incubated with the corresponding secondary antibodies conjugated with horse radish peroxidase (1:200; ABclonal) for 1 h, and incubated with diaminobenzidine reagent. Images were then captured with a light microscope (Leica, Germany).

The expression of calcitonin gene-related peptide (CGRP) was detected by immunofluorescence following a standard protocol [35]. After antigen retrieval and blocking, sections were incubated with primary antibodies against CGRP (1:200; Abcam, ab81882) overnight at 4 °C and fluorescent Alexa Fluor-555-conjugated secondary antibody (1:500) for 1 h. Nuclei were stained with 4’,6-diamidino-2-phenylindole (DAPI). Finally, CGRP expression in the subchondral bones was visualized using a fluorescence microscope (Nikon, Ti2-E) and was quantified by ImageJ software. The above-mentioned analyses were conducted by two independent researchers blinded to the grouping details.

### 2.15 Von Frey tests

Von Frey filaments were employed to measure the paw withdrawal threshold (PWT) of the hind limbs of model mice. Briefly, mice were placed in cages with metal mesh bottoms for 30 min to adapt them to the testing environment. According to the baseline confirmed before the test, Von Frey filaments applied in this test were the following serial forces (gram = 0.6, 1.0, 1.4, 2.0, 4.0, 6.0), and 6.0 g was set as the cut-off threshold. Mechanical allodynia was tested according to the up-down method of Dixon [36] and was conducted at the same time weekly. The 0.6 g filament was acupunctured beneath the middle part of the right hind paw until it bent as a “S” shape for 3–5 s. If there was a negative response, the next higher force was applied. The next lower force was adopted if there was a positive response (mice suddenly withdrawing or licking their hind paw). Three extra tests were performed to exclude false reactions and move on to the next mouse. The interval between adjacent stimuli was at least 5 min.

### 2.16 Micro-CT analysis

All knee joint specimens were fixed in 4 % paraformaldehyde and scanned using a high-resolution micro-CT Scanner (ZKKS-MCT-Sharp scanner, CASkaisheng, China). The scanner was set to a voltage of 70 kV, current of 100 μA, exposure time of 100 ms, and resolution of 10 μm. Three-dimensional reconstruction and image visualization of the knee joint were operated with Micro-CT Analysis Software (Micro-CT Reconstruction, ZKKS-Micro-CT 4.1). The region of interest in the sample images covered the whole subchondral bone. The following structural parameters of subchondral bone were measured in scanned images: BMD, bone volume/tissue volume (BV/TV), and trabecular separation (Tb. Sp).

### 2.17 Statistical analysis

Data in this study are presented as the Mean ± standard deviation (SD) for at least triplicate samples. All detailed data are indicated in the relevant figure legends. The analyses were performed by the SPSS version 20.0 software (IBM Corporation. USA). Statistically significant differences in each group were evaluated by using the two-tailed Student's t-test, one-way analysis of variance (ANOVA) followed by post hoc multiple comparison (LSD test) or Mann–Whitney U test for comparisons between groups. *P* values less than 0.05 (two-sided) were considered statistically significant. Statistical graphs were drawn by GraphPad Prism 9.0 (GraphPad Software, USA).

## 3 Results

### 3.1 Vitamins D and K attenuated cartilage degradation after DMM

To establish adequate therapeutic concentrations in murine models, thereby optimizing the pharmacological potential of vitamins D and K, the compounds were administered two weeks prior to DMM, and the mice were sacrificed after five or ten weeks of following modeling. This strategy aimed to evaluate the therapeutic effects of vitamins D and K during middle and late OA stages and their potential to halt disease progression (Fig. 1. A). Cartilage damage of OA mice after DMM at ten weeks was more severe compared to five weeks, and the combined vitamin D and K treatment reduced cartilage degradation at both time points, whereas vitamin D or vitamin K alone did not have any significant effect (Fig. 1 B-C). The summed OARSI scoring also indicated the therapeutic effect of vitamins D and K (Fig. 1 F, G). We further evaluated cartilage degradation in the OA mice by immunohistochemistry. The results showed that vitamins D and K treatment inhibited MMP13 and maintained COL2A1 expression in the cartilage ten weeks after DMM (Fig. 1 D-E, H-I). These findings demonstrated that vitamins D and K could jointly reduce cartilage damage in the DMM mouse models and that an interdependent relationship between vitamins D and K might exist.

**Fig. 1:**
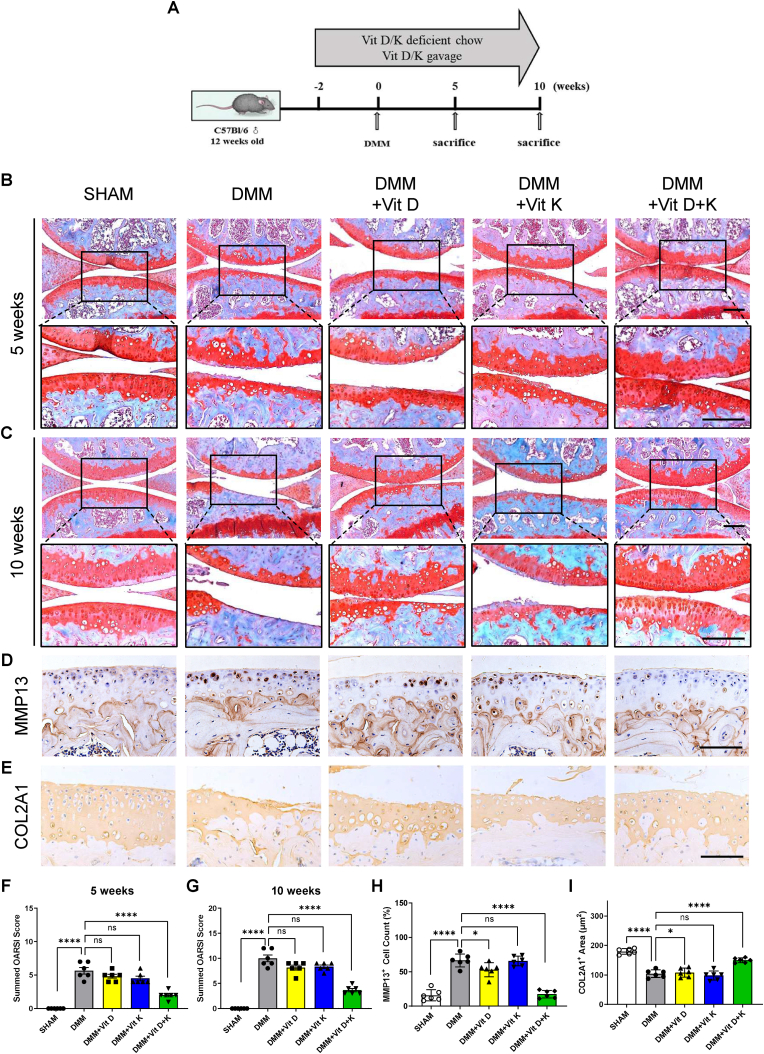
Vitamins D and K alleviate cartilage degradation in OA mouse models. A. Experimental scheme of vitamins D and K administration in OA mice. B-C. Safranin O/Fast green staining (SOFG) of articular cartilage 5 and 10 weeks after DMM. Scale bars, 100 μm. D-E. Immunohistochemistry analysis of MMP13 and COL2A1 in articular cartilage 10 weeks after DMM. Scale bars, 100 μm. F-G. Summed OARSI score based on SOFG at indicated times points (n = 6 mice per group). H. Ratio of MMP13 positive cells in the cartilage 10 weeks after DMM (n = 6 mice per group). I. COL2A1 positive area of cartilage 10 weeks after DMM (n = 6 mice per group). ns. None significant. ∗, *P* value < 0.05. ∗∗∗∗, *P* value < 0.0001.

### 3.2 Vitamins D and K exerted a limited effect on OA chondrocytes

We then investigated the role of vitamin D (Calcitriol) and vitamin K (Menaquinone-4) on OA phenotypes in chondrocytes. The viability of chondrocytes was significantly impaired at doses of 2000 nM for vitamin D, and 80 μM for vitamin K. Cell viability remained unaffected at doses of 1000 nM (vitamin D) and 40 μM (vitamin K) (Figure S1 A). Thus, the maximum doses of vitamins D and K for subsequent experiments were set at 1000 nM and 40 μM, respectively.

RT-qPCR results revealed that only vitamin D exhibited an inhibitory effect on the upregulation of MMP13 induced by IL-1β in chondrocytes. In contrast, neither vitamin D nor K could significantly inhibit the activation of ADAMTS5 or restore the loss of COL2A1 or ACAN (Fig. 2. A). Subsequently, the effect of combined treatment of vitamins D and K on chondrocyte degradation was investigated. Vitamin D mitigated the elevated mRNA expression of MMP13 induced by IL-1β. However, it did not inhibit ADAMTS5, or recover COL2A1 or ACAN expression. On the other hand, vitamin K exhibited no significant influence on these genes, nor did it significantly enhance the inhibitory effect of vitamin D on MMP13 (Fig. 2. B). WB analysis showed similar results with RT-qPCR (Fig. 2 C-D). These findings indicated that vitamin D and K, whether administered individually or in combination, only have a limited effect on the anabolic or catabolic metabolism of OA chondrocytes. Thus, vitamins D and K might protect OA cartilage degradation via other mechanisms around the joint.

**Fig. 2:**
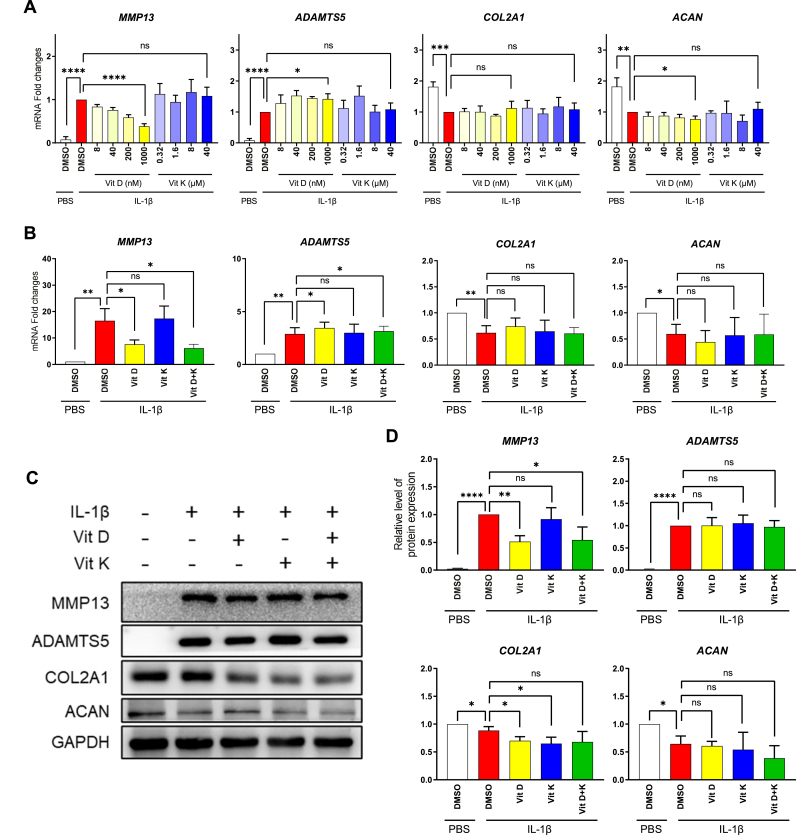
The role of vitamins D and K on chondrocyte degeneration. A. RT-qPCR analysis of MMP13, ADAMTS5, COL2A1, and ACAN expression in chondrocytes treated with incremental doses of vitamin D or K (n = 3). B. RT-qPCR analysis of MMP13, ADAMTS5, COL2A1, and ACAN expression in chondrocytes treated with vitamins D and K (n = 3). C-D. WB analysis of MMP13, ADAMTS5, COL2A1, and ACAN expression in chondrocytes treated with vitamins D and K. ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001. ∗∗∗∗, *P* value < 0.0001.

### 3.3 Vitamins D and K additively reduced osteoclast number

Osteoclast overactivation is demonstrated to initiate subchondral bone remodeling during OA [6,37]. Here, we aim to explore the specific role of vitamins D and K on osteoclastogenesis. TRAP staining was employed to detect osteoclast formation in the subchondral bone 5 and 10 weeks after DMM. A significant increase in osteoclast number was observed in the DMM group compared to the SHAM group, indicating that altered knee loading promoted aberrant osteoclastogenesis in the subchondral bone, in line with previous studies [38]. While vitamin D or K exhibited limited inhibition on osteoclast number in the subchondral bone, combined administration of vitamins D and K mutually enhanced the effect of each other, leading to the lowest osteoclast number in the DMM + Vit D + K group (Fig. 3 A-D). The maximum and optimal doses of vitamins D and K were determined using CCK-8 assay and TRAP staining (Figure S1 B, C). Subsequently, in vitro, we observed an enhanced suppression of osteoclast formation with the combined treatment of vitamins D and K (Fig. 3 E, G). Meanwhile, the osteolytic function of induced osteoclasts was assessed by pit assay, where combined treatment of vitamins D and K significantly reduced the osteolysis area (Fig. 3 F, H). In addition, WB analysis revealed that the combined treatment of vitamins D and K further inhibited the expression of osteoclast-marker genes, NFATC1, CTSK, and C-FOS (Fig. 3 I-J). Meanwhile, the effect of vitamin D and K on osteoblast differentiation was also investigated. After 3 or 7 days of osteogenic induction, vitamin D or K alone exerted mixed effects on the expression of these osteogenic regulators in MSCs, and the combination of vitamins D and K was inefficiently or moderately affecting the expression of these targets (Fig. S2). In all, these results strongly suggest that vitamin D and K are playing an additive inhibitory role on osteoclasts rather than osteoblasts.

**Fig. 3:**
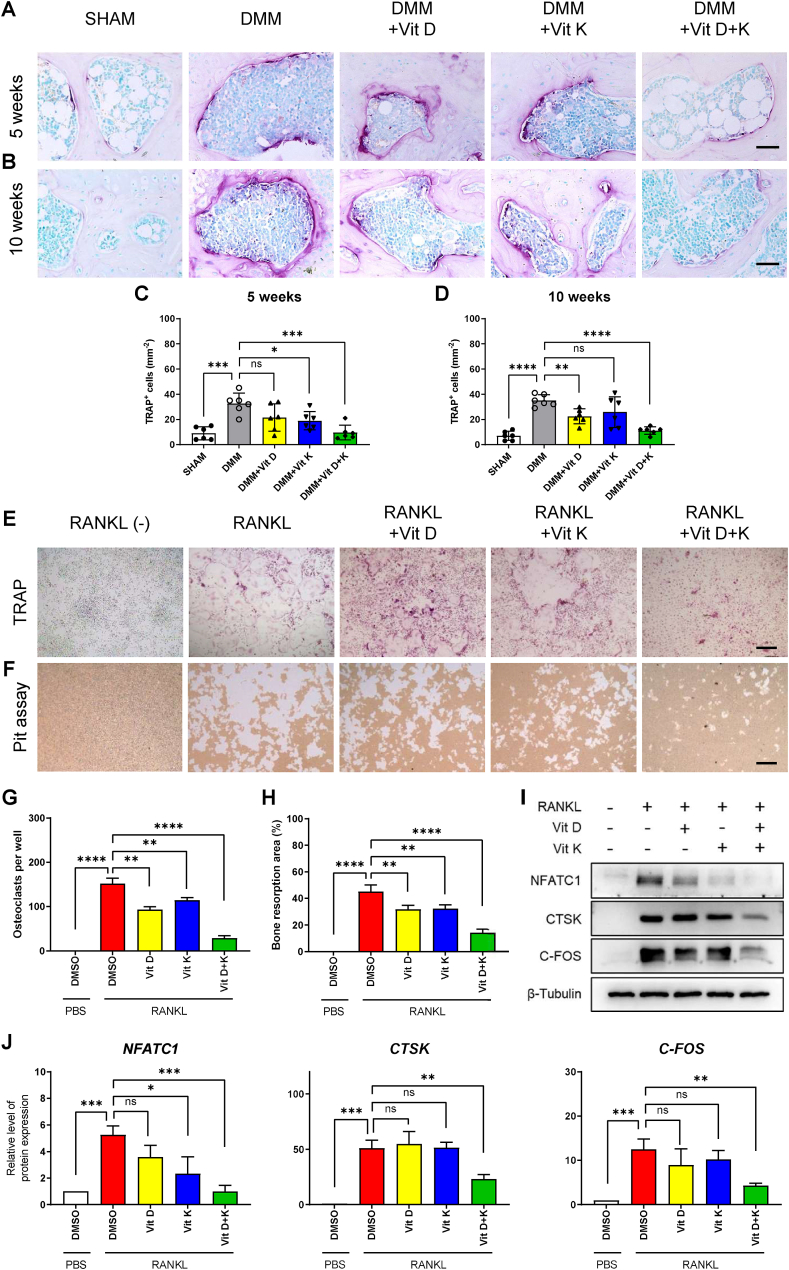
Additive inhibition on osteoclast number and osteolytic function by vitamins D and K. A-B. TRAP staining of subchondral bone 5 and 10 weeks after DMM. Scale bars, 50 μm. C-D. Quantitative analysis of osteoclast number at indicated times points (n = 6 mice per group). E. TRAP staining of RANKL-induced osteoclasts treated with vitamin D and K. Scale bar, 50 μm F. Pit assay showing resorption pit by RANKL-induced osteoclasts treated with vitamin D and K. Scale bar, 50 μm G. Quantitative analysis of osteoclast number assessed in panel E. (n = 3). H. Proportion of bone resorption area assessed in panel F (n = 3). I-J. WB analysis of NFATC1, CTSK and C-FOS expression in osteoclasts treated with vitamin D and K. ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001. ∗∗∗∗, *P* value < 0.0001.

### 3.4 Vitamins D and K attenuated cartilage degradation in the OPOA model

Osteoporosis (OP) contributes partly to OA progression in human and animal models by promoting osteoclastogenesis and thus results in abnormal subchondral bone remodeling [[17], [39]]. Based on their joint inhibition of osteoclastogenesis, we investigated the effect of vitamins D and K on OPOA models, where osteoclasts were overactivated in the subchondral bone. To do so, we performed OVX 2 weeks before DMM. Meanwhile, vitamins D and K were orally given from 2 weeks prior to DMM to 10 weeks after DMM (Fig. 4. A). At two weeks post-DMM, although mild cartilage degradation was induced in DMM and OVX + DMM groups, no significant differences in cartilage degradation were observed between model and treatment groups (Fig. 4. C). Interestingly, at 6 and 10 weeks post-DMM, mice in the OVX + DMM group experienced accelerated cartilage degradation compared to DMM group, while combined treatment of vitamins D and K attenuated cartilage degradation more effectively than vitamin D or K alone (Fig. 4 D, E). Furthermore, chondrocyte catabolism and ECM composition were detected by IHC staining. Compared to DMM group, OVX + DMM group exerted significantly increased ratio of MMP13 positive cells and decreased area of COL2A1 positive ECM. Consistently, combined supplementation of vitamins D and K significantly alleviated cartilage degradation, while vitamin D or K alone could not (Fig. 4 F-H). These results demonstrated that cartilage degradation in OPOA mice was significantly attenuated by the combined treatment of vitamins D and K.

**Fig. 4:**
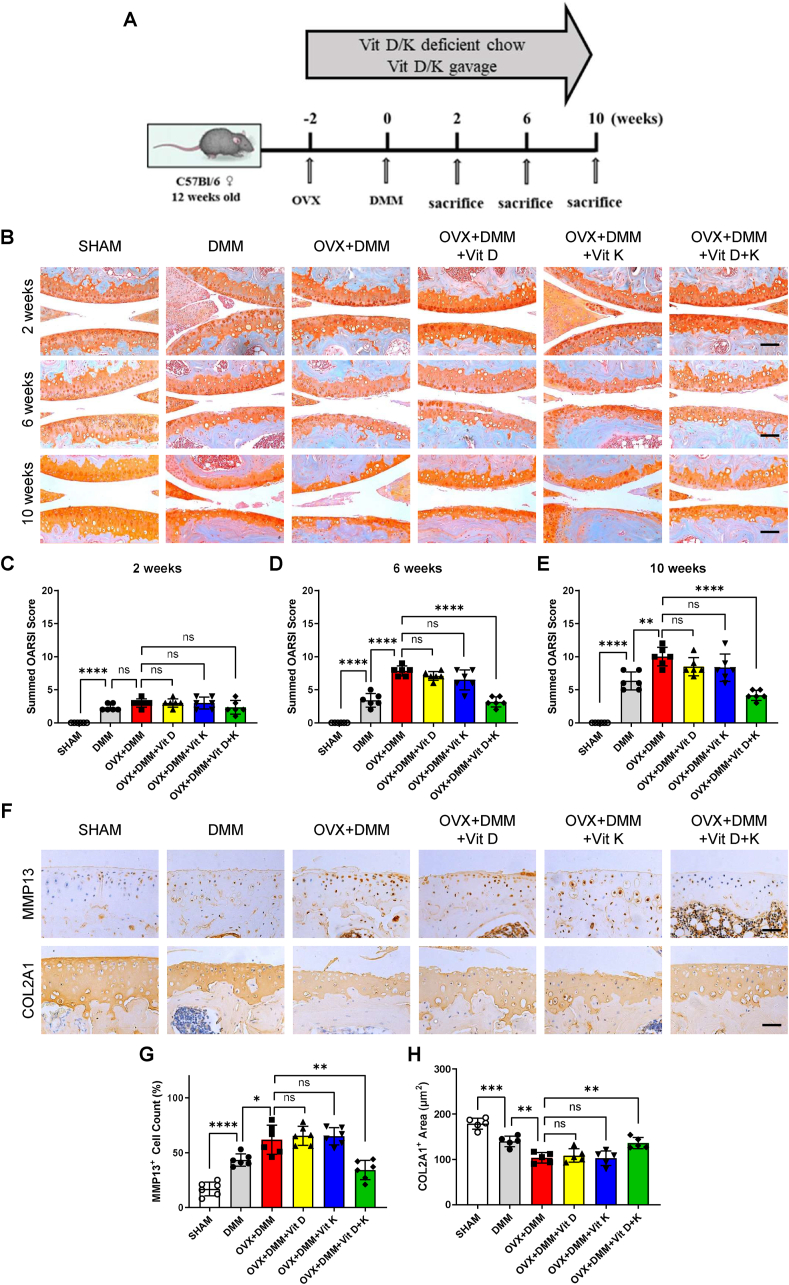
Effect of vitamins D and K on cartilage degradation in OPOA mouse models. A. Experimental scheme of vitamins D and K administration in OPOA mice. B. Safranine O/Fast green staining of articular cartilage 2, 6, and 10 weeks after OVX + DMM. Scale bar, 100 μm. C-E. Summed OARSI scoring of articular cartilage 2, 6, and 10 weeks after DMM (n = 6 mice per group). F. IHC analyses of MMP13 and COL2A1 expression in the articular cartilage 6 weeks after OVX + DMM. G. The percentage of MMP13-positive cells in the articular cartilage assessed in panel F (n = 6 mice per group). H. Area of COL2A1-positive extracellular matrix of the articular cartilage assessed in panel F (n = 6 mice per group). ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001. ∗∗∗∗, *P* value < 0.0001.

### 3.5 Vitamins D and K normalized subchondral bone remodeling in OPOA mice

Subsequently, the impact of vitamins D and K on subchondral bone remodeling was assessed using μ-CT analysis. Our findings revealed that the subchondral bone of OPOA mice experienced dynamic changes. At 2 weeks after DMM, which can be considered an early stage of OPOA, subchondral bone exhibited osteoporotic phenotypes characterized by larger separation zone between trabecular bones in the OVX + DMM group, compared to those in the SHAM and DMM groups. However, mice treated with vitamins D and K exhibited comparable morphology with those in the SHAM group, while those treated with vitamin D or K alone did not (Fig. 5 A-C). Structural parameter analysis showed consistent trends with morphological features. Decreased bone mineral density (BMD) and bone volume fraction (BV/TV) and increased trabecular separation (Tb. Sp) were observed in the OVX + DMM group, compared to the SHAM and DMM groups. Meanwhile, combined treatment of vitamins D and K resulted in parameters comparable to those in the SHAM and DMM groups, while single use of either vitamin alone did not (Fig. 5 D-F). Intriguingly, at six weeks after DMM, subchondral bone in the OVX + DMM group transitioned from osteoporotic phenotypes towards sclerotic phenotypes, characterized by solid, plate-like morphology (Fig. 5 B, C). Consistently, increased BMD, BV/TV and decreased Tb. Sp were observed in the OVX + DMM group, compared to the SHAM and DMM groups, while combined treatment of vitamins D and K managed to maintain a comparable level of these parameters with the SHAM group (Fig. 5 G-I). These results indicated that subchondral bone remodeling during OA was accelerated by OVX, and combined treatment of vitamins D and K effectively normalized these phenotype changes.

**Fig. 5:**
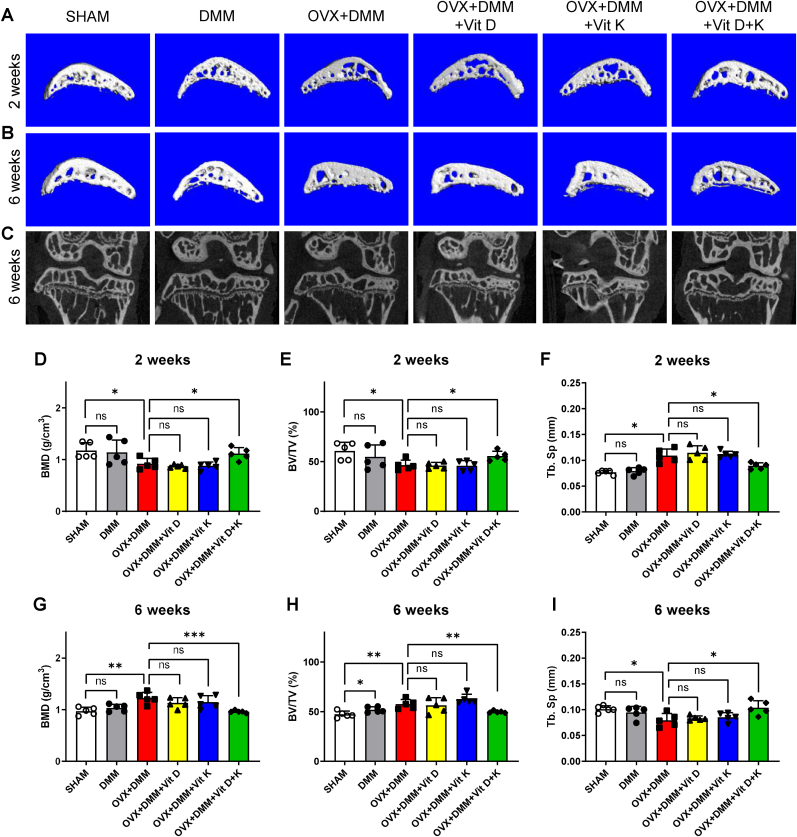
Effect of vitamins D and K on subchondral bone microstructural changes in OPOA mouse models. A-B. Representative microstructures of medial tibial subchondral bone 2 and 6 weeks after OVX + DMM. C. Coronal view of knee joint structures 6 weeks after OVX + DMM. D-F. BMD, BV/TV, and Tb. Sp analysis of subchondral bone 2 weeks after OVX + DMM (n = 5 mice per group). G-I. BMD, BV/TV, and Tb. Sp analysis of subchondral bone 6 weeks after OVX + DMM (n = 5 mice per group). ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001.

### 3.6 Vitamins D and K jointly regulated subchondral bone metabolism

Next, we examined the specific role of vitamins D and K in subchondral bone metabolism in OPOA mice. TRAP staining showed that subchondral bone osteoclastogenesis was significantly promoted in the OVX + DMM group, with the highest osteoclast number at 2 and 6 weeks after DMM, while vitamins D and K, rather than either one alone, effectively suppressed these changes (Fig. 6 A, D, E). Meanwhile, IHC staining of osterix (OSX), a landmark of osteoblast, revealed that osteoblasts were significantly induced and increased with time in the OVX + DMM group, compared to SHAM and DMM groups. However, combined treatment of vitamins D and K suppressed these changes, resulting in an osteoblast number comparable to the SHAM group (Fig. 6 B, F, G). Furthermore, by Goldner's trichrome staining, we captured the bone formation process, indicated by the pink staining on subchondral bones, during OPOA progression (Fig. 6. C). Specifically, at two weeks after DMM, a low level of bone formation was observed in the OVX + DMM group compared to the SHAM group, and combined treatment of vitamins D and K effectively suppressed this change, where vitamin D or K alone could not (Fig. 6 H). Intriguingly, at six weeks after DMM, compared to the SHAM and DMM groups, a significant increase in bone formation area was observed in the OVX + DMM group, and combined treatment of vitamins D and K significantly inhibited these changes, while single treatment of vitamin D or K did not (Fig. 6 I). These results demonstrated that subchondral bone turnover and formation were effectively stabilized by the combined treatment of vitamins D and K via their joint inhibition of osteoclastogenesis.

**Fig. 6:**
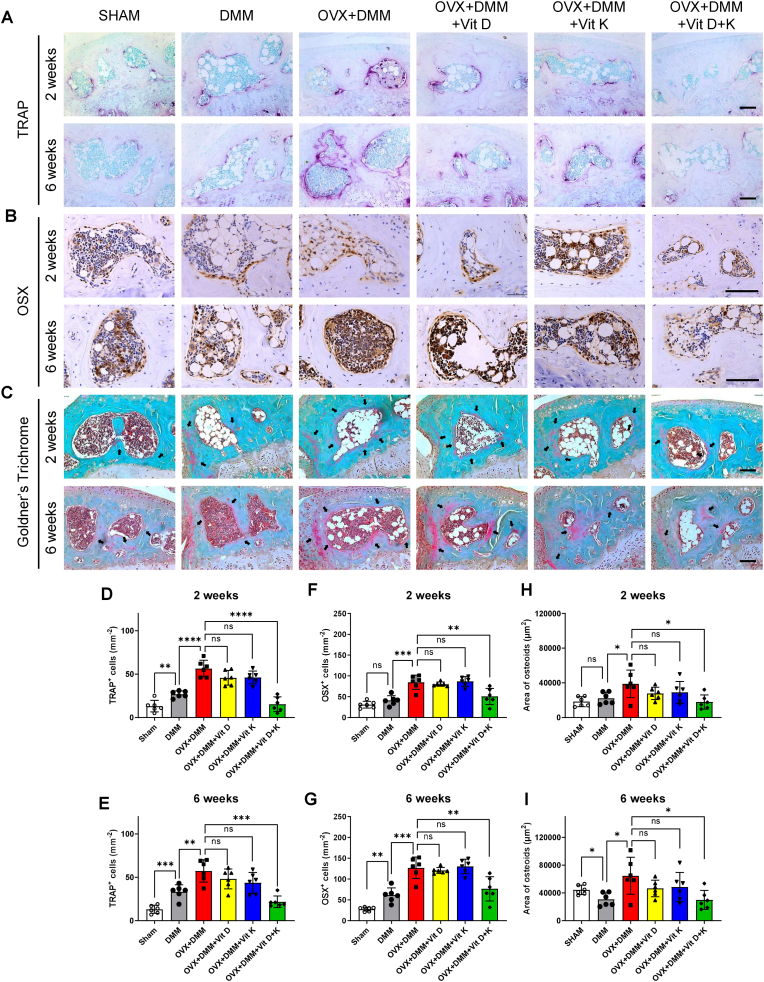
Effect of vitamins D and K on subchondral bone metabolism in OPOA mouse models. A. TRAP staining of osteoclasts in subchondral bone 2 and 6 weeks after DMM. B. IHC staining of OSX in subchondral bone 2 and 6 weeks after DMM. C. Goldner's trichrome staining shows newly formed bone tissue in subchondral bone 2 and 6 weeks after DMM. D-E. Quantification analysis of osteoclast number assessed in panel A (n = 6 mice per group). F-G. Quantification analysis of OSX positive cells assessed in panel B (n = 6 mice per group). H-I. Quantification analysis of newly formed bone area assessed in panel C (n = 6 mice per group). ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001. ∗∗∗∗, *P* value < 0.0001.

### 3.7 Vitamins D and K relieved pain in OPOA mice

The process of subchondral bone remodeling has been proven to be accompanied by sensory innervation, which can aggravate pain sensitization in lower limbs [40,41]. Here, we assessed pain levels in OPOA mice using the Von Frey test as previously described [42]. We found no significant differences in paw withdraw threshold (PWT) between groups at baseline (1 Week prior to DMM). On the second day after DMM (Week 0), the PWT of all groups decreased dramatically, which was attributable to acute pain caused by surgical trauma. During subsequent weekly follow-up, the PWT of each group recovered at different rates (Fig. 7. A). At three weeks after DMM, the PWT of the OVX + DMM group was significantly lower than those of SHAM and DMM groups, while combined treatment of vitamins D and K effectively promoted the recovery of PWT, and this difference was more evident at six weeks after DMM. However, treatment of vitamin D or K alone only exerted limited therapeutic effect, with no significant improvement in pain level (Fig. 7. B). By immunofluorescence staining, calcitonin gene-related peptide (CGRP), a marker of nociceptive nerve fibers, was found to be significantly upregulated in the subchondral bone of OVX + DMM group at two weeks after DMM, with a further increase at six weeks after DMM. Intriguingly, combined treatment of vitamins D and K reduced CGRP^+^ sensory innervation, while vitamin D or K alone could not (Fig. 7 C-E). In addition, in previous studies, an increased level of Netrin-1 was observed in overactivated osteoclasts, which induces sensory innervation into the subchondral bones and results in OA-related pain. Furthermore, Netrin-1 knock-out mice experienced attenuated OA pain [40,43]. In the present study, by RT-qPCR and WB, we also found that RANKL-induced osteoclasts expressed a higher level of Netrin-1, which was significantly inhibited by the combined treatment of vitamins D and K in vitro (Fig. 7 F-H). The above data implied that vitamins D and K effectively alleviate pain and nociceptive innervation partly via joint inhibition of Netrin-1 derived from overactivated osteoclasts.

**Fig. 7:**
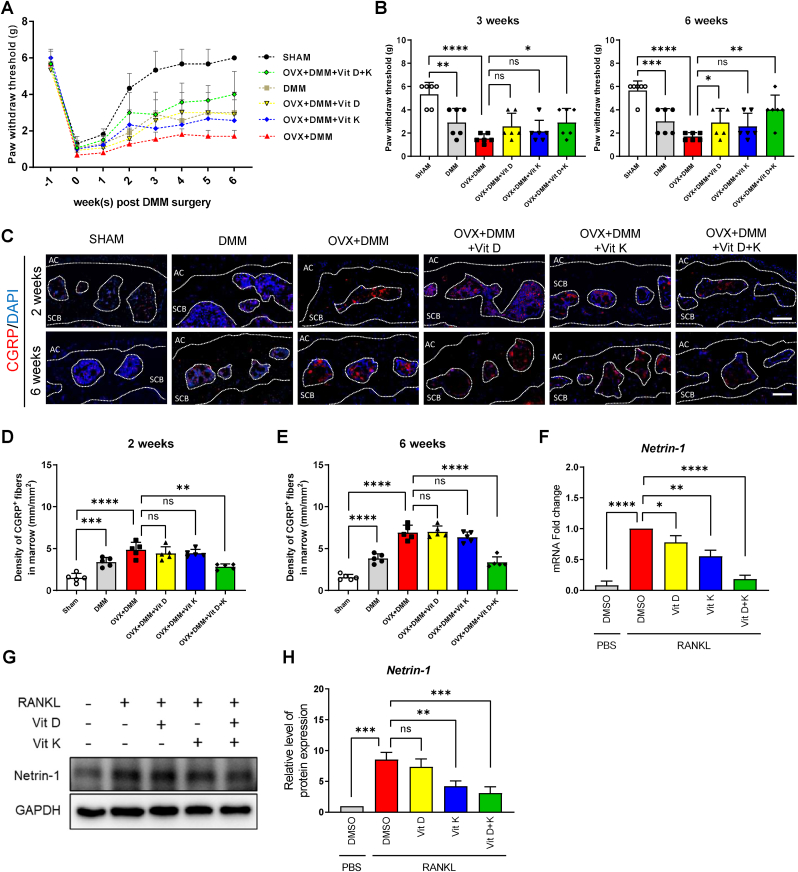
Effect of vitamins D and K on pain and sensory innervation in OPOA mouse models. A. Paw withdraw threshold assessment by von-Frey test (n = 6 mice per group). B. Cross-sectional analysis of PWT at 3 and 6 weeks after DMM (n = 6 mice per group). C. Immunofluorescence staining of CGRP in subchondral bone at 2 and 6 weeks after DMM. Scale bars, 50 μm. D-E. Quantitative analysis of the density of CGRP-positive fibers in the subchondral bone at 2 and 6 weeks after DMM (n = 5 mice per group). F. RT-qPCR analysis of Netrin1 in osteoclasts treated with vitamins D and K. G-H. WB analysis of Netrin1 in osteoclasts treated with vitamins D and K. ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001. ∗∗∗∗, *P* value < 0.0001.

### 3.8 OSCAR regulates osteoclastogenesis and mediates the joint inhibition of vitamins D and K on osteoclasts

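Bone marrow-derived macrophages (BMDMs), the precursor cells that RANKL turns into osteoclasts, were cultured for 48 h with M-CSF (20 ng/ml) in all 3 groups. The PBS group received no RANKL, the RANKL group received RANKL (100 ng/ml), and the RANKL + Vit D + K group received RANKL with calcitriol (1000 nM), the active form of vitamin D, and menaquinone-4 (MK4), a form of vitamin K. The paper gives the dose of MK4 as 40 μM and the sample labels give 20 μM. Each group had 3 replicates, so 9 libraries of paired-end reads were analysed. The paper's methods speak of pooled RNA, and its text does not say how many mice or cultures stand behind each library. The authors deposited, for each of 28379 genes, the count of reads in each library without normalization and the FPKM that they computed. The total count per library ranged from 65916684 to 67382288 in the PBS group (median 66060767), from 67002118 to 68229647 in the RANKL group (median 67104490) and from 65915112 to 68175002 in the RANKL + Vit D + K group (median 66969738). At these depths, 3 counts make up at most 4.55e-06% of a library. From the counts, genes were compared by edgeR's quasi-likelihood test after TMM normalization and removal of low counts, with all 9 libraries in 1 model and Benjamini-Hochberg adjustment over the 17002 genes left. The paper's methods also name edgeR. At an adjusted p-value under 0.05, 400 genes were higher and 214 lower in the RANKL group than in the PBS group. Between the RANKL + Vit D + K group and the RANKL group, 2796 genes were higher and 2929 lower with the vitamins, so that 48.8% of the changed genes were higher. With limma on log2(FPKM + 0.1) in place of the count model, that share was 37.7%, and the median log2 fold change of all genes moved from -0.04 to -0.13. The number of genes higher in the RANKL group than in the PBS group depended most on sample quality weights in limma, which raised it to 2322. Samples of the same replicate number deviated together only weakly between the PBS and RANKL groups (mean correlation across genes of the deviations from the group means 0.165), and less between the RANKL and RANKL + Vit D + K groups (0.0522). With the replicate number as a block in the model, 538 genes were higher and 287 lower in the RANKL group than in the PBS group, and 2954 were higher and 2919 lower with the vitamins than with RANKL alone.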

We performed RNA sequencing on preosteoclasts from three experimental groups: PBS group, RANKL group, and RANKL + Vit D + K group. Through rigorous screening, we identified 39 potential pro-osteoclastic genes that were downregulated by vitamin D and K intervention (exhibiting significant upregulation in the RANKL group compared to both PBS and RANKL + Vit D + K groups with fold change ≥4, and FPKM ≥1). 

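The screen was repeated on the deposited values as the ratio of the mean FPKM of 2 groups (at least 4), a mean FPKM of at least 1 in the higher group, and an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test. The paper's text does not say whether the FPKM limit applied to the mean or to each replicate, or whether the p-value was adjusted. By these criteria, 152 genes were higher in the RANKL group than in the PBS group, 493 genes were lower in the RANKL + Vit D + K group than in the RANKL group, and 53 genes met both conditions. With the replicate block, 53 genes also met both. The count moved most when replicate 2 of the RANKL + Vit D + K group was left out, to 67 genes. The RANKL libraries entered both comparisons. The fold changes were therefore also taken with 1 RANKL replicate against PBS and the other 2 against the RANKL + Vit D + K group. Without a test, 61, 50 and 49 genes met both conditions when replicate 1, 2 or 3 was set against the PBS group. With the same libraries in both comparisons, also without a test, 62 genes met both. Of the 39 genes shown as pro-osteoclastic in Fig. 8B, 38 passed here. The exception was Gm33929, with FPKM of 0.443 ± 0.133 (SD, n = 3) in the PBS group and 1.78 ± 0.138 (SD, n = 3) in the RANKL group, a ratio of 4.02. Its log2 fold change in the count model was 1.85 (standard error 0.843, adjusted p = 0.284 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A further 15 genes passed here that the heat map does not show, and 12 of them had an FPKM under 1 in at least 1 RANKL replicate, which none of the heat map's pro-osteoclastic genes had (0 genes). At an adjusted p-value under 0.05 in both comparisons, 43 of the 53 genes were left. The vitamins did not bring every one of these genes to the level of the PBS group, since 16 of the 53 stayed higher with the vitamins than in the PBS group and 2 were lower, each at an adjusted p-value under 0.05. Among the 3 RANKL replicates, replicate 2 had the highest value for 34 of the heat map's 39 genes. Tdgf1-ps1 is annotated as a pseudogene, so its reads could come in part from a gene of similar sequence.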

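The opposite screen found 18 genes with a mean FPKM of at least 1 in the PBS group that were at least 4-fold lower in the RANKL group, and 213 genes with a mean FPKM of at least 1 in the RANKL + Vit D + K group that were at least 4-fold higher than in the RANKL group. The 2 genes that met both conditions were Rhod (ENSMUSG00000041845, chromosome 19, 4425459 to 4439432, minus strand) and Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331, plus strand), with the coordinates of the deposited table. Rhod had an FPKM of 1.30 ± 0.26 (SD, n = 3) in the PBS group, 0.26 ± 0.0856 (SD, n = 3) in the RANKL group and 1.49 ± 0.47 (SD, n = 3) in the RANKL + Vit D + K group. Its log2 fold change was -2.40 between RANKL and PBS (standard error 0.391, adjusted p = 0.0148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the vitamins it was 2.65 higher than with RANKL alone on the log2 scale (standard error 0.394, adjusted p = 0.00194, same edgeR test). Mmp13 had an FPKM of 1.97 ± 0.192 (SD, n = 3) in the PBS group and 0.41 ± 0.124 (SD, n = 3) in the RANKL group, a log2 fold change of -2.38 that did not pass after adjustment (standard error 0.729, adjusted p = 0.115, edgeR). With the vitamins its FPKM was 6.75 ± 5.49 (SD, n = 3), and the 3 replicates had counts of 2404, 222 and 1425. The rise over the RANKL group was 4.24 on the log2 scale (standard error 0.782, adjusted p = 0.00463, edgeR). With the replicate block, the log2 fold changes between RANKL and PBS were -2.42 for Rhod (adjusted p = 0.0217, edgeR) and -2.53 for Mmp13 (adjusted p = 0.0664, edgeR). Over the fits that each left out 1 replicate, the adjusted p-value between RANKL and PBS reached at most 0.0604 for Rhod and 0.36 for Mmp13 in edgeR's test. For both genes and both comparisons, the values of the 2 groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).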

Concurrently, 2 putative anti-osteoclastic genes showed marked upregulation upon vitamin D and K treatment (demonstrating significant downregulation in the RANKL group versus both PBS and RANKL + Vit D + K groups with fold change ≥4, and FPKM ≥1 in both PBS and RANKL + Vit D + K groups) (Fig. 8 A, B). 

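KEGG pathways were taken from the annotation in the deposited table, and the 53 and 2 screened genes were tested together by a one-sided Fisher's exact test against the 4305 genes with a pathway that reached a mean FPKM of 1 in at least 1 group. Of the screened genes, 24 had a KEGG pathway, and 3 of them, Oscar, Acp5 and Ctsk, were among the 105 background genes of the osteoclast differentiation pathway (p = 0.0197, Fisher's exact test). After Benjamini-Hochberg adjustment over 314 pathways the p-value was 0.618, and the pathway ranked 10 by p-value. With the genes of the heat map in Fig. 8B in place of the genes screened here, the p-value was 0.0119 and the adjusted p-value 0.533. The lowest p-value was that of axon guidance, with 5 genes (p = 8.43e-05, adjusted p = 0.0265, Fisher's exact test), and its adjusted p-value was 0.169 with the genes of the heat map and 0.118 with all genes of the table as the background. Leaving out replicate 2 of the RANKL + Vit D + K group moved the osteoclast differentiation pathway most, to a p-value of 0.00563 and an adjusted p-value of 0.219, and over 26 alternative settings the adjusted p-value lay between 0.219 and 0.747. Over all 114 tested genes of the pathway, limma's camera test, chosen after the data were seen, compared the pathway with the other genes. Expression was lower with the vitamins than with RANKL alone (median log2 fold change -0.30, camera p-value 0.0134, adjusted p = 0.0628 over 301 pathways), and between RANKL and PBS the camera p-value was 0.419 (adjusted p = 0.722). For the vitamins against RANKL, 62 of the 301 pathways had an adjusted p-value under 0.05 by camera, and osteoclast differentiation was not among them. The pathway's mean log2 expression was also compared by library, and in each of the 2 comparisons the libraries of the 2 groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the replicate block, the camera p-values were 0.00465 (adjusted p = 0.0285) and 0.513 (adjusted p = 0.765), and the enrichment among the screened genes had p = 0.022 (adjusted p = 0.666, Fisher's exact test).

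Acp5 (ENSMUSG00000001348), which encodes TRAP, lies on chromosome 9 from 22126727 to 22135711 on the minus strand. Its FPKM was 4.20 ± 0.684 (SD, n = 3) in the PBS group, 218.3 ± 54.9 (SD, n = 3) in the RANKL group and 3.48 ± 3.80 (SD, n = 3) in the RANKL + Vit D + K group. The log2 fold change was 5.57 for RANKL against PBS (standard error 0.687, adjusted p = 0.00514, edgeR) and -5.89 for the vitamins against RANKL (standard error 0.698, adjusted p = 0.000881, edgeR). Ctsk (ENSMUSG00000028111), which encodes cathepsin K, lies on chromosome 3 from 95499256 to 95509362 on the plus strand. Its FPKM was 9.51 ± 2.27 (SD, n = 3) in the PBS group, 296.8 ± 113 (SD, n = 3) in the RANKL group and 38.7 ± 16.5 (SD, n = 3) in the RANKL + Vit D + K group. The log2 fold change was 4.83 for RANKL against PBS (standard error 0.348, adjusted p = 0.00037, edgeR) and -2.80 for the vitamins against RANKL (standard error 0.316, adjusted p = 0.000753, edgeR). With the vitamins, Ctsk remained higher than in the PBS group by 2.02 on the log2 scale (adjusted p = 0.00134, edgeR), and for Acp5 no difference from the PBS group was detected (log2 fold change -0.32, adjusted p = 0.687, edgeR), with its size and direction undetermined, since vitamin replicates 1 and 3 (FPKM 1.02 and 1.56) lay below and replicate 2 (7.86) above all PBS libraries. With the replicate block, the log2 fold changes were 5.56 and -6.23 for Acp5 and 4.80 and -2.81 for Ctsk.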

KEGG pathway enrichment analysis of these differentially expressed genes revealed significant clustering of OSCAR, Acp5 (TRAP), and CTSK within the “osteoclast differentiation” pathway (Fig. 8. C). As OSCAR is located upstream of Acp5 and CTSK, two well established osteoclast regulators, in the "osteoclast differentiation" pathway, we further investigated whether OSCAR could mediate the inhibitory effect of vitamin D and K on osteoclastogenesis. 

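Oscar (ENSMUSG00000054594), which encodes the osteoclast-associated receptor, lies on chromosome 7 from 3609813 to 3616157 on the minus strand in the deposited table. Its counts were 0, 4 and 6 in the 3 replicates of the PBS group, 611, 1071 and 306 in the RANKL group, and 0, 9 and 0 in the RANKL + Vit D + K group. Its FPKM was 0.0217 ± 0.0197 (SD, n = 3) in the PBS group, 4.77 ± 2.84 (SD, n = 3) in the RANKL group and 0.021 ± 0.0364 (SD, n = 3) in the RANKL + Vit D + K group. The log2 fold change was 7.42 for RANKL against PBS (standard error 1.12, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.62 for the vitamins against RANKL (standard error 1.14, adjusted p = 0.00196, edgeR). Every RANKL library was above every library of the other 2 groups (exact two-sided permutation test against each group, p = 0.1, the smallest p that 3 libraries against 3 allow). The RANKL + Vit D + K group did not differ detectably from the PBS group (log2 fold change -0.20, standard error 1.30, adjusted p = 0.92, edgeR), and at counts of 9 or fewer in both groups the size and direction of that difference were not determined. With the replicate block, the log2 fold changes were 7.40 (adjusted p = 0.0131, edgeR) and -7.90 (adjusted p = 0.00442, edgeR). When 1 replicate was left out at a time, the log2 fold change for RANKL against PBS stayed between 6.93 and 8.21, and its adjusted p-value reached at most 0.0541 in edgeR's test. On the log2(FPKM + 1) scale, which understates changes of low values, it was 2.37 by limma. The paper selected Oscar for further work because it places OSCAR upstream of Acp5 and CTSK in the osteoclast differentiation pathway.

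**Figure D1:**
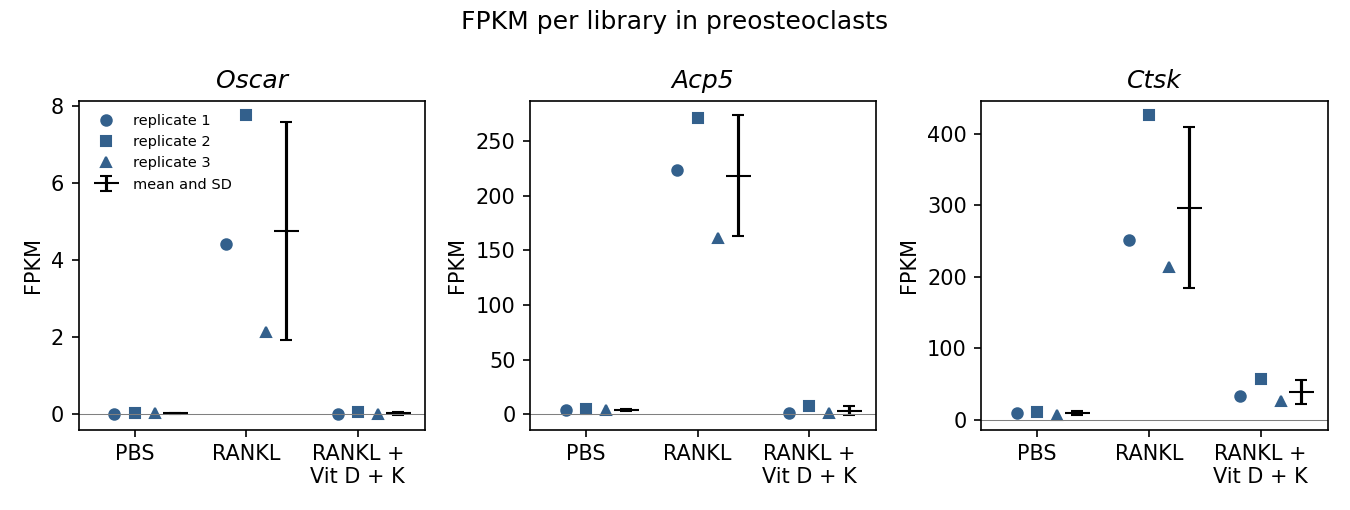
FPKM of Oscar, Acp5 and Ctsk (vertical axes, linear scale from 0, FPKM) in the PBS, RANKL and RANKL + Vit D + K groups (horizontal axes). Points are the 3 replicates of each group, and the horizontal lines and bars show the mean and SD; the RANKL libraries of Oscar lie between 2.12 and 7.77, above all libraries of the other groups.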

By validation with RT-qPCR and WB analysis, we find the expression patterns of OSCAR consistent with the RNA sequencing data (Figure S3 A-C). To verify the role of OSCAR on osteoclastogenesis, OSCAR-specific small interfering siRNAs (siOSCAR) were applied to knock down the mRNA expression of OSCAR, and their interference efficiency was verified by RT-qPCR assay (Figure S3 D). Consequently, protein expression levels of osteoclast regulative genes NFATC1, C-FOS, and CTSK were significantly suppressed by OSCAR knockdown (Fig. 8 D-E). Moreover, the knockdown of OSCAR significantly reduced osteoclast number and their bone resorptive activity (Fig. 8 F-I). These results indicate that OSCAR is crucial for osteoclastogenesis. Next, we aimed to determine whether vitamins D and K could inhibit osteoclastogenesis by targeting OSCAR. By over-expressing OSCAR in preosteoclasts, we found that the inhibition of vitamins D and K, either alone or in combination on osteoclast regulative proteins NFATC1, C-FOS, and CTSK was partially antagonized (Fig. 8 J, K; Figure S4 A, B). Also, by TRAP staining and pit assay, we observed consistent trends that OSCAR over-expression partially restored osteoclast number and osteolysis area, which were reduced by vitamins D and K (Fig. 8 L-O). Together, these results suggested that vitamins D and K may inhibit osteoclastogenesis and their osteolytic function by, at least in part, jointly regulating OSCAR in osteoclast precursors.

**Fig. 8:**
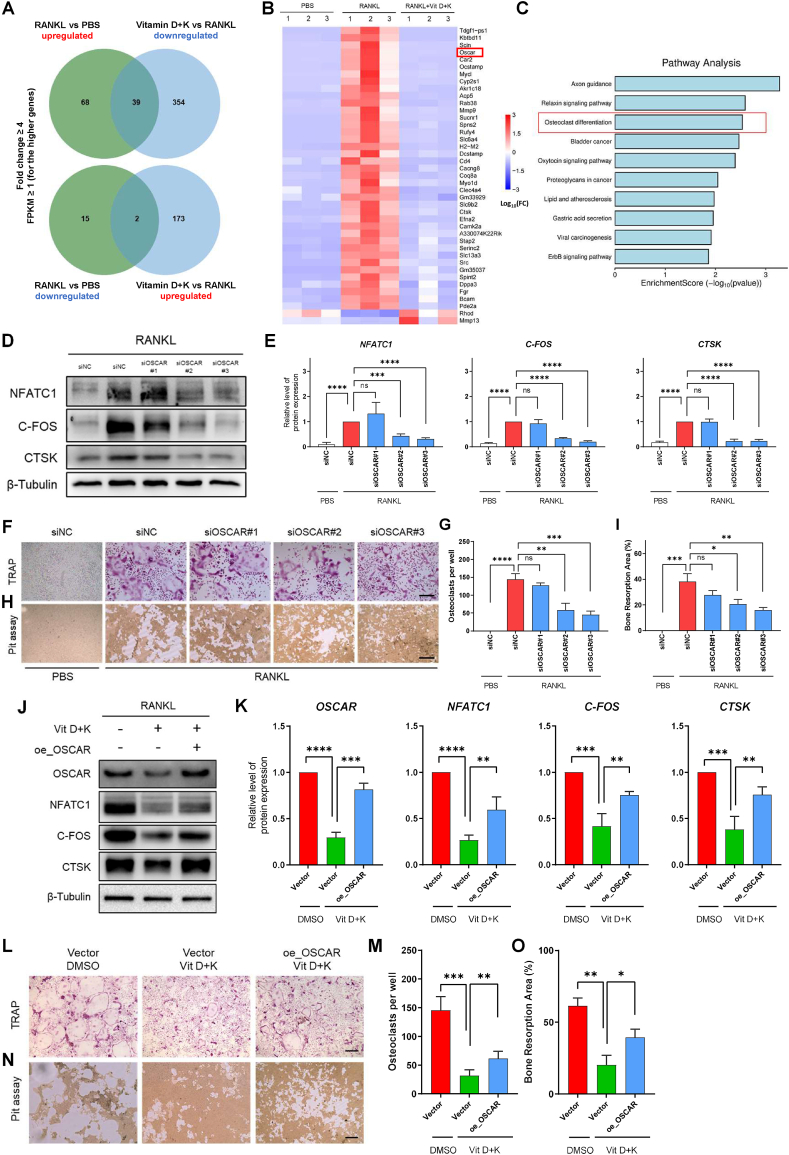
Vitamins D and K inhibited osteoclastogenesis via joint inhibition of OSCAR. A. Venn blot showing the screening strategy of differentially expressed genes. B. Heat map analysis of differentially expressed genes in panel A. C. KEGG enrichment analysis of differentially expressed genes in panel A. D-E. WB analysis of OSCAR (n = 3). E. WB analysis of osteoclast marker proteins NFATC1, CTSK, and C-FOS after OSCAR knockdown. F. TRAP staining of osteoclasts after OSCAR knockdown. Scale bar, 50 μm G. Quantitative analysis of osteoclast number assessed in panel F (n = 3). H. Pit assay showing bone resorption pits by osteoclasts after OSCAR knockdown. Scale bar, 50 μm. I. Proportion of osteolysis area assessed in panel H (n = 3). J-K. WB analysis of OSCAR, NFATC1, CTSK, and C-FOS after OSCAR overexpression and treatment with vitamins D and K. L. TRAP staining of osteoclasts after OSCAR overexpression and treatment with vitamins D and K. Scale bar, 50 μm M. Quantitative analysis of osteoclasts number assessed in panel L (n = 3). N. Pit assay showing bone resorption pits by osteoclasts after OSCAR overexpression and treatment with vitamins D and K. Scale bar, 50 μm. O. Proportion of osteolysis area assessed in panel N (n = 3). ns. None significant. ∗, *P* value < 0.05. ∗∗, *P* value < 0.01. ∗∗∗, *P* value < 0.001. ∗∗∗∗, *P* value < 0.0001.

## 4 Discussion

To our knowledge, we revealed for the first time the role of combined treatment of vitamins D and K in OA and OPOA progression. Vitamins D and K both play essential roles in the incidence and progression of OA. However, supplementation of either one alone only achieved limited benefit for OA patients, leading to ongoing controversy regarding their clinical significance in OA treatment. Previous studies have predominantly focused on their separated efficacy while neglecting their combined therapeutic effects, particularly in chronic musculoskeletal disorders such as OA and its subtype, OPOA. In this study, we demonstrated that vitamins D and K effectively retarded OA and OPOA progression. Specifically, vitamins D and K jointly preserved the microstructure of subchondral bone and attenuated joint pain, presumably by suppressing osteoclast-related sensory innervation in the subchondral bone. Simultaneously, the deterioration of articular cartilage was significantly alleviated by vitamins D and K both in OA and OPOA models with limited direct effect on OA chondrocytes. Mechanistically, vitamins D and K effectively inhibited the excessive osteoclastogenesis probably through joint inhibition of OSCAR in preosteoclasts.

The immediate effects of vitamin D or K on OA chondrocytes have been studied, yet many remain unrevealed. Vitamin D is reported to exert mixed effects on chondrocyte degeneration. In 2001, Tetlow et al. found that, in vitro, 1,25(OH)_2_D_3_ upregulated MMP3, an ECM degradative enzyme, in inflamed chondrocytes induced by TNF-α or phorbol myristate acetate (PMA); meanwhile, 1,25(OH)_2_D_3_ inhibited the expression of another ECM degradative enzyme, MMP9 and an inflammatory cytokine, PGE2 induced by PMA [44]. Recently, Chen et al. established a genetically modified 1,25(OH)_2_D_3_ deficient mice by knocking out 1α(OH)ase in the kidney and found that these mice experienced aggravated aging-related spontaneous OA as a result of down-regulated Sirt1 signaling in chondrocytes [45]. As for vitamin K, studies mainly focused on the anti-mineralization of certain vitamin K-dependent proteins (VKDPs), whose function depends on the carboxylation of vitamin K-related enzymes [46]. Wallin et al. found that chondrocytes from OA cartilage produced much less carboxylated MGP, a VKDP associated with anti-mineralization, than those from healthy cartilage, which is in line with the fact that OA chondrocytes exert weaken vitamin K-dependent gamma-carboxylase enzyme activity [47]. Additionally, Cavaco et al. found that exogenous Gla-rich protein (GRP), another VKDP, could protect from cartilage mineralization in OA [48]. In our study, only combined administration of vitamins D and K effectively prevented cartilage degradation in OA and OPOA models, whereas either vitamin alone failed to provide sufficient protection. Furthermore, except for a moderate suppression of MMP13 by calcitriol, neither calcitriol nor MK4 was able to inhibit the increased expression of ADAMTS5 or restore the levels of COL2A1 and ACAN. Additionally, MK4 could not enhance the efficacy of calcitriol. These findings suggest that vitamins D and K provide limited protection for OA chondrocytes, indicating that their therapeutic effects may operate through alternative mechanisms.

Aberrantly activated osteoclastogenesis leads to pathological changes of subchondral bone and progressively induces sensory innervation and angiogenesis within the subchondral bone marrow, resulting in pain sensitization and altered microenvironment [8]. In the advanced stages of OA, TGF-β1 released from the bone matrix induces an overabundance of osteoblasts as a consequence of osteoclast-mediated bone resorption during the early phases of OA. This remodeling process transitions from osteoporotic changes to increased bone formation and sclerosis, ultimately impairing the biomechanical properties of the subchondral bone and exacerbating damage to the overlying articular cartilage [3]. Therefore, it is hypothesized that pharmacological agents targeting osteoclastogenesis, particularly in the early phase of OA, may represent a promising therapeutic strategy [13].

As two critical bone-modulating agents, the precise effects of vitamins D and K on osteoclastogenesis remain to be fully elucidated. Vitamin D has been reported to exert a biphasic regulatory effect on osteoclastogenesis. Li et al. reported that 1,25(OH)_2_D_3_ can either inhibit or promote osteoclast formation, depending on whether 1,25(OH)_2_D_3_ was administered prior to or following RANKL stimulation. Mechanistically, the inhibition of osteoclastogenesis occurs through modulation of the BMP-Smad1 pathway, whereas enhancement is mediated by activation of the IκB-NF-κB pathway [49]. Similarly, Ji et al. found that in the absence of RANKL, 1,25(OH)_2_D_3_ directly suppressed the autophagy level of preosteoclasts, resulting in suppressed cell proliferation. Meanwhile, in the presence of RANKL, 1,25(OH)_2_D_3_ indirectly upregulated the autophagy response of preosteoclasts, thereby enhancing osteoclastogenesis [50]. Additionally, vitamin K is reported to suppress bone resorption in the OVX-induced osteoporosis mouse model [51] and inhibit osteoclastogenesis via inhibition of NF-κB signaling [52]. In this study, we observed a significantly enhanced inhibition of osteoclastogenesis by the combined administration of calcitriol and MK4, both in vivo and in vitro. Specifically, compared to monotherapy, the combination treatment with vitamins D and K resulted in greater suppression of RANKL-induced expression of CTSK, C-FOS, and NFATC1 in preosteoclasts. Furthermore, this combination therapy effectively normalized the exacerbated subchondral bone remodeling observed in OPOA models, whereas monotherapy did not yield similar results.

Abnormal sensory innervation resulting from osteoclast activation in the subchondral bone contributes to OA pain [43]. Specifically, osteoclasts secrete Netrin-1, promoting the infiltration of CGRP-positive sensory nerves into the vertebral pulp and subchondral bone marrow, which results in pain sensitization [10,43]. In this study, we observed that vitamins D and K significantly inhibited the mRNA expression of Netrin-1 in osteoclasts. In vivo, compared to the SHAM and DMM groups, CGRP-positive fibers in the subchondral bone were significantly elevated in the OVX + DMM group, which was markedly inhibited by the combined treatment of vitamins D and K; however, monotherapy with either vitamin alone proved ineffective. Consistently, the combined administration of vitamins D and K led to a significant recovery of the paw withdrawal threshold of the modeled mice, indicating its potential for pain relief.

For cellular mechanisms, we found that vitamins D and K significantly suppressed osteoclastogenesis by joint inhibition of OSCAR in preosteoclasts. During RANKL-induced osteoclastogenesis, mononucleated preosteoclasts derived from monocytes or macrophages fuse to form multinucleated osteoclasts, acquiring osteolytic function. RNA sequencing analysis and subsequent validations in preosteoclasts revealed that OSCAR was upregulated by RANKL and was jointly suppressed by vitamins D and K. OSCAR is a collagen receptor that co-stimulates osteoclastogenesis with DAP12 [47]. In this study, we observed that inhibition of OSCAR in preosteoclasts significantly reduced osteoclast number and their resorptive activity, while OSCAR effectively mitigated the inhibitory effects of the combined vitamin D and K treatment.

With similar mechanism to vitamins D and K combination, bisphosphonates are also potential candidates for OA treatment. However, bisphosphonates are associated with side effect, limiting their use in certain populations, particularly those with renal impairment or gastrointestinal disorders [53]. In contrast, vitamin D and K both have a high safety profile and is suitable for a broader population. Beyond bone health, vitamin D and K provide potential multisystem benefits, such as improving cardiovascular health and reducing inflammation [54]. Economically, vitamin D and K are generally more affordable, making it a cost-effective option with positive socioeconomic implications, especially for long-term use in large populations. In all, combination of vitamin D and K could serve as a promising alternative in managing bone-related disorders, such as OA and OPOA.

In conclusion, vitamins D and K exerted joint effects on disease progression of OA and its subtype, OPOA, through inhibiting osteoclastogenesis by regulating OSCAR in preosteoclasts. Based on current data, vitamins D and K, as a whole, represent a promising pharmacological candidate for preventing and treating OA, especially OPOA. Further investigation of vitamins D and K, such as RCTs, would provide more supportive evidence on their therapeutic significance for OA.

There are several limitations of this study. Firstly, the mixed effects of vitamin D on chondrocyte degradation and the anti-mineralization role of vitamin K in cartilage homeostasis suggest a complex interaction that was not fully elucidated in this study. Secondly, although the study provides valuable insights through its reliance on animal models, it may not fully capture the complexity of human OA and OPOA. The application of these findings to human subjects necessitates further investigation, including RCTs, to validate the therapeutic significance of vitamins D and K in OA treatment. Lastly, although we have identified OSCAR as a pivotal regulator in osteoclastogenesis that is jointly inhibited by vitamins D and K, the broader molecular mechanisms governing this regulation and their implications for OA pain and progression warrant further elucidation.

## 5 Conclusion

This study provides novel insights into the joint effect of vitamins D and K on the progression of OA and its subtype, OPOA. In addition, Vitamins D and K collaborate to inhibit osteoclastogenesis by regulating OSCAR in preosteoclasts, so facilitating the restoration of subchondral bone remodeling and relieving pain throughout the disease progression. Hence, the combined administration of vitamin D and K is expected to be a potential therapy for OA, specifically for its subtype, OPOA, where subchondral bone remodeling is aggravated. Future clinical studies comparing the vitamin D/K combination with established antiresorptive therapies, such as bisphosphonates and denosumab, would be valuable for assessing this relative efficacy of the natural and potentially safer vitamin formulation for OA treatment.

## Ethics approval and consent to participate

All operational procedures conformed to the requirements and guidelines of the ethics committee of Zhujiang Hospital (LEAC-2020-021). The articular cartilage was obtained from patients with OA who had undergone knee replacement in the Department of Orthopedics, Zhujiang Hospital, Southern Medical University. This study was approved by the Ethics Committee of Zhujiang Hospital, Southern Medical University (2019KY02203).

## Consent for publication

Not applicable.

## Availability of data and material

The RNA-Seq data of preosteoclasts stimulated with RANKL and vitamin D and K are available in the GEO database (accession number GSE272401).

## Fundings

The study was funded by the 10.13039/501100001809National Natural Science Foundation of China (82373653, 82472478), the 10.13039/501100021171Basic and Applied Basic Research Foundation of Guangdong Province (2023A1515011518).

## Declaration of competing interest

The authors declare no competing interests.

# Supplementary material for: Vitamins D and K jointly protect against osteoarthritis via regulating OSCAR during osteoclastogenesis
**Source:** J Orthop Translat. 2025 May 12;52:387–403. doi: 10.1016/j.jot.2025.03.018
**Supplement:** Multimedia component 5

**Table S1. Primer pairs used in this study**

A. Human primers used for RT-qPCR

| Gene | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| GAPDH | CTGGGCTACTACTGAGCACC | AAGTGGTCGTTGAGGGCAATG |
| MMP13 | GACTTCCCAGGAATTGGTGA | TGACGCGAACAATACGGTTA |
| ADAMTS5 | GAACATCGACCAACTCTACTCCG | CAATGCCCACCGAACCATCT |
| COL2A1 | TGGACGCCATGAAGGTTTTCT | TGGGAGCCAGATTGTCATCTC |
| ACAN | GTGCCTATCAGGACAAGGTCT | GATGCCTTTCACCACGACTTC |

B. Mouse primers used for RT-qPCR

| Gene | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| GAPDH | CTGGGCTACTACTGAGCACC | AAGTGGTCGTTGAGGGCAATG |
| Oscar | TTGCAAAGCCTGTGATTGCC | GCCTCTCAGGACCTCCCTAA |
| Netrin-1 | GTCGCTCGGCAAGAAGTTTG | TGTACATTTTGCGGCACTGC |

# Supplementary material for: Vitamins D and K jointly protect against osteoarthritis via regulating OSCAR during osteoclastogenesis
**Source:** J Orthop Translat. 2025 May 12;52:387–403. doi: 10.1016/j.jot.2025.03.018
**Supplement:** Multimedia component 6

**Table S2. siRNA sequences of OSCAR**

| siRNA | Forward sequence (5’-3’) | Reverse sequence (5’-3’) |
| --- | --- | --- |
| siOSCAR#1 | GCAUCAUAGUUACUUGUGAUUTT | AAUCACAAGUAACUAUGAUGCTT |
| siOSCAR#2 | CAGCCCAGUAAUGUUCUGGAATT | UUCCAGAACAUUACUGGGCUGTT |
| siOSCAR#3 | CUUGGACUAUACCCAGGGAAATT | UUUCCCUGGGUAUAGUCCAAGTT |
| siNC | UUCUCCGAACGUGUCACGUdTdT | ACGUGACACGUUCGGAGAAdTdT |

# Supplementary material for: Vitamins D and K jointly protect against osteoarthritis via regulating OSCAR during osteoclastogenesis
**Source:** J Orthop Translat. 2025 May 12;52:387–403. doi: 10.1016/j.jot.2025.03.018
**Supplement:** Multimedia component 7

**Table S3. Basic clinical information of patients donating cartilage samples.**

How the deposited data were processed for this re-analysis (not part of the article)

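RNA sequencing was analysed from mouse bone marrow-derived macrophages (BMDMs) in 3 groups of 3 libraries (PBS, RANKL, and RANKL with calcitriol and MK4), cultured for 48 h. The samples were assigned to groups and replicate numbers from their labels, which name the treatment and the replicate of each. The dose of MK4 is 40 μM in the paper and 20 μM in the labels, and the paper's dose is used beside its statements.

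The authors deposited 1 table for all libraries. It holds whole-number counts of reads per gene, which the authors did not normalize, and FPKM values (read fragments scaled to transcript length and library size), which the authors normalized for gene length and library. RNA was selected for poly(A), and paired-end reads were sequenced on an Illumina NovaSeq instrument. The aligner, the counting program and the genome build are not named in the paper's text or in the labels. The gene coordinates are those of the deposited table, and they correspond to GENCODE release M21 on GRCm38, which was used for the positions of siRNAs and primers. Whether the counting used the strand or shared reads between similar genes is not stated, so genes with close paralogs, pseudogenes or overlapping neighbours are uncertain. The paper describes a library made from pooled RNA, and its text does not say which cultures were pooled for each replicate.

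The total count per library was between 65915112 and 68229647, so depth was nearly equal between libraries. The floor used here, set at 3 counts, was at most 4.55e-06% of a library. Intervals and floors from counts cover counting error only, since the reads carry no molecular identifiers. Counts of 4 were 2.22 times as frequent as the mean of counts of 3 and 5, so a count need not be 1 independent read.

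The counts were analysed in R 4.3.3 with edgeR 4.0.16: low counts were removed by filterByExpr, libraries were normalized by TMM, and the 17002 genes left of 28379 were compared by the quasi-likelihood test in 1 model of all 9 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. This design was set for the case that the table held counts; a table of FPKM alone would have been tested by limma. The standard error of a log2 fold change was computed as its size divided by the square root of the test's F value. Means and SDs of FPKM are over the 3 replicates. The exact permutation test of 3 libraries against 3 cannot give a two-sided p-value below 0.1. The screen of section 3.8 used a ratio of mean FPKM of at least 4, a mean FPKM of at least 1 in the higher group and an unadjusted p-value under 0.05. KEGG pathways were those listed for each gene in the deposited table (6340 genes with a pathway), tested by Fisher's exact test over pathways with at least 3 background genes, and by camera in limma 3.58.1 over pathways with at least 10 tested genes. The mean log2 CPM of a gene set was also compared between libraries by the exact permutation test. The camera tests were chosen after the data were seen, and this permutation test and camera with the replicate block after the first camera results were seen.

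The genes named in the text were fixed by a rule: the genes the paper names for these cells, the 41 genes of Fig. 8B, a list of receptors and treatment checks (1 gene of which is not reported here), and, in each of the comparisons RANKL against PBS and vitamins against RANKL, the genes with the largest changes in each direction past the threshold whose groups did not overlap. Ddit3 and Atf4 were added after their values were seen.

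The replicate numbers are those of the labels, where each group has replicates 1, 2 and 3. A model with the replicate number as a block was fitted beside the main model. The alternatives tried were DESeq2 1.42.0, limma on log2(FPKM + pseudocount) with pseudocounts of 0.1, 1 and 0.01, quantile normalization, sample quality weights, median-of-ratios size factors, other filters on low values, only the 2 groups compared, each replicate left out in turn, other criteria in the screen, and separate RANKL replicates for the 2 comparisons. Chosen after the data were seen were the removal of the trend on GC content and gene length (loess span 0.5), the same with the block, counts divided by 4, and separate RANKL libraries within the model.

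The tests were checked on simulated counts with known answers, drawn from the means and library sizes of these data. edgeR's test called 28.3% of 99 genes changed 2-fold and 65.3% of 95 genes changed 4-fold, with 1 false call among 16172 unchanged genes. In this simulation, a gene changed 2-fold was therefore missed more often than found. Only 200 genes were changed in it, and each group had the same spread. The adjusted threshold is less strict where more genes change, so these rates need not hold for the vitamins against RANKL, where 5725 genes were called. DESeq2 called 47.5% and 80% of the same genes, with 42 false calls. A simulated GC bias gave 5760 false calls over 16392 genes before the correction and 0 after it. The p-value of camera was 1.89e-27 for a simulated set of 30 genes raised 2-fold and 0.498 for an unchanged set of 30 genes, and the screen found 25 of 25 simulated genes. The simulated counts were drawn independently for each gene, so camera was not checked on sets whose genes vary together.

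RT-qPCR, Western blots, cell staining and animal experiments were not analysed here.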

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

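Chosen only after the result was seen were the tests on library size, on the share of the 10 highest genes and on the spread of the vitamin libraries, and all tests of the neutrophil and interferon genes.

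The paper discusses genes that RANKL raised and the vitamins lowered. The vitamins changed many genes outside that set: of the 5725 genes that differed between the RANKL + Vit D + K and RANKL groups, 5402 (94.4%) were not called between RANKL and PBS, where 614 genes were called. A gene without a call may still have changed, since edgeR's test called 28.3% of genes changed 2-fold in simulated data, and the difference between the comparisons was not tested for each gene. Mean library totals differed by at most 1.015 times between groups, the 10 highest genes took 10.43% of the counts in the vitamin libraries, and 5718 genes differed once the trend on GC content and gene length was removed, 4978 of them among the 5725. The biological coefficient of variation was 0.4422 among the vitamin libraries, larger than in the PBS (0.274) and RANKL (0.305) groups, so a smaller spread among them does not account for the larger count. All 9 libraries were in 1 model, however, so the wide vitamin libraries can lower the count for RANKL against PBS. With only the 2 groups compared, RANKL against PBS gave 1034 genes higher and 702 lower. The vitamins against RANKL then gave 1934 and 1912, so part of the gap may come from the shared spread. Of the 4 splits of 6 libraries that part all same-numbered pairs, 1 split, the real one, gave as many genes for each of the 3 comparisons, but 3 libraries against 3 cannot bring that share under 0.05. For the vitamins against RANKL, no other split, those that part only 1 such pair included, gave more than 1 gene. The same test made 1 false call among 16172 unchanged genes in simulated data. In that simulation only 200 genes were changed and each group had the same spread, so its rates need not hold here. A broad response of the cells to the vitamins is a hypothesis. By the share of splits alone, which this design fixes at 0.1 or more, it cannot be told apart from chance.

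Among the genes fixed by the naming rule that the paper does not discuss, 22 reported here differed between the vitamins and RANKL. Of these, Trib3, Rgs1, Gdf15, Sh2d6, Ccbe1, Ltf, Jaml, Gm4951, Il1b and Camp were picked by the rule for their large change in this comparison, so they had to differ. Cyp24a1, the gene for vitamin D 24-hydroxylase, had no counts in the RANKL libraries and 39, 113 and 64 with the vitamins (log2 fold change 9.184, group mean 24.1 times a floor of 3 counts, adjusted p = 0.0051, edgeR). The other genes higher with the vitamins were Trib3 (log2 fold change 7.625), Rgs1 (7.218), Gdf15 (7.21), Sh2d6 (7.165), Ccbe1 (7.151) and Itgb3 (2.078). The genes lower with the vitamins by less than 5 on the log2 scale were Tyrobp (-0.8355), Icosl (-1.02), Tnfrsf11a (-1.084), Csf1r (-1.447), Vdr (-3.15), F13a1 (-3.901) and Fcrls (-4.312), followed by Apoc2 (-5.16) and Mst1r (-5.807). Calcr (-9.78), Camp (-10.17), Il1b (-10.74), Gm4951 (-11.06), Jaml (-11.85) and Ltf (-13.09) had no counts in any vitamin library. The means of their RANKL libraries were 39.5, 51.4, 74.6, 93, 162 and 391 times a floor of 3 counts. These ratios leave out the spread between the RANKL libraries, where Il1b had counts of 142, 32 and 506 and Ltf of 1552, 1820 and 150. Adjusted p-values of the 22 genes lay between 2.08e-05 (Trib3) and 0.0441 (Tnfrsf11a) in edgeR's test. The call of Tnfrsf11a held in 10 of 20 alternatives, Vdr in 11 of 14, Itgb3 and Icosl in 16 of 20, Mst1r in 18 of 20 and Il1b in 19 of 20. The vitamin and RANKL libraries of Itgb3 and of Tnfrsf11a overlapped. No gene-level cause was tested. Vdr encodes the vitamin D receptor and had few counts in every group, so its fall is based on counts of 64, 46 and 35 with RANKL against 4, 11 and 0 with the vitamins.

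Of 7 neutrophil marker genes on a list written before the test, 6 were tested and all 6 were lower with the vitamins (median log2 fold change -7.4, camera's adjusted p = 0.000896 over 14 tests, and 6.85e-18 with the replicate block). Their mean log2 expression was lower in every vitamin library than in every RANKL library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the GC and length trend removed the p-value was 0.0001891, and with any vitamin library left out the median was at most -6.961. The same genes varied together between the PBS and RANKL libraries, with a mean correlation of 0.7762 across 6 libraries after each group was centred, as would be seen if neutrophils or their RNA were present in varying amounts. Camera's p-values may be too small for genes that vary this closely, and its check on simulated data drew each gene independently. RNA of other cells in varying amounts is thus a candidate explanation and cannot be told apart from a fall within the macrophages.

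All 9 interferon response genes were lower with the vitamins (median log2 fold change -3.45, camera's adjusted p = 5.75e-11 over 14 tests, and 2.38e-12 with the replicate block). Their mean log2 expression separated the same 6 libraries completely (exact two-sided permutation test, p = 0.1, the smallest possible). The camera p-value was 2.504e-08 once the GC and length trend was removed, and the median was at most -3.537 with any vitamin library left out. These camera p-values may be too small if the genes vary together, which was not measured for this set. The tested explanations did not account for the fall. A lowered interferon response with the vitamins is a hypothesis, found and tested on the same data, and whether it follows from the treatment or from a difference between cultures was not tested.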

How the results depend on the processing

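The model, the screen, the named genes and the alternatives were chosen before the data were examined, except the removal of the trend on GC content and length, the same with the replicate block, counts divided by 4, and separate RANKL libraries within the model, which were chosen after seeing the data, and the genes Ddit3 and Atf4, which were chosen after their values were seen. No test in this part was chosen only after its result was seen, apart from those settings. Where a result changed, the cause was not tested.

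Each count of changed genes kept its order: the vitamins changed more genes than RANKL did in every setting run, but the counts moved. Only the 2 groups compared gave 1034 genes higher and 702 lower in RANKL than in PBS (400 and 214 in the model of all groups), and 1912 lower with the vitamins than in RANKL (2929). DESeq2 gave 1050 higher and 656 lower in RANKL than in PBS, though it made 42 false calls on simulated data. Sample quality weights in limma gave 2322 and 1125 for RANKL against PBS, 4338 and 6173 for the vitamins against RANKL, and 5067 and 5555 for the vitamins against PBS. An unadjusted p-value under 0.05 gave 1693 and 1470 for RANKL against PBS. Requiring a change of at least 2-fold left 97 genes lower in RANKL than in PBS, 1158 higher and 1842 lower for the vitamins against RANKL, and 1688 and 2239 against PBS. No filter on low values left 122 genes lower in RANKL than in PBS. The replicate block with the GC and length trend removed gave 647 genes higher in RANKL. Across the fits that each left out 1 replicate, RANKL against PBS gave from 96 to 972 genes higher and from 30 to 931 lower, the vitamins against RANKL from 1578 to 3773 higher and from 1621 to 4486 lower, and the vitamins against PBS from 2297 to 4725 lower. The share of vitamin-changed genes that were higher was 48.8%, and 37.7% with limma on FPKM, where the median log2 fold change of all genes was -0.129.

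Same-numbered libraries deviated together with a mean correlation of 0.165 between PBS and RANKL, 0.0522 between RANKL and the vitamins, and 0.00794 between PBS and the vitamins. With the replicate block, RANKL against PBS gave 538 genes higher and 287 lower and the vitamins against RANKL 2954 and 2919; 531 of the 614 genes changed by RANKL were also changed under the block.

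In the screen, 53 pro-osteoclastic genes ranged from 41 to 67 over the alternatives. An adjusted p-value under 0.05 left 97 genes at least 4-fold higher in RANKL than in PBS (152), 10 at least 4-fold lower (18) and 1 anti-osteoclastic gene (2). Quantile normalization gave 32 genes lower in RANKL and 5 anti-osteoclastic genes. Leaving out 1 replicate gave from 104 to 277 genes higher in RANKL than in PBS, from 375 to 863 lower with the vitamins, from 18 to 29 lower in RANKL and from 2 to 5 anti-osteoclastic genes. The setting of separate RANKL replicates by fold change alone equals a count of the screen (61, 50 and 49 genes), so it has no value of its own for the genes lowered by the vitamins.

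The count of RANKL-induced genes lowered by the vitamins (173) also moved. It was 260 with limma at a pseudocount of 1, 316 with only the 2 groups compared, 347 with DESeq2, 1253 with sample quality weights, 195 with the replicate block, and from 54 to 429 when 1 replicate was left out. With separate RANKL libraries in the model it was 26, 111 and 28 for replicates 1, 2 and 3 against PBS; each of these arms holds 1 library, so their calls rest on the spread of the other libraries.

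Oscar kept its direction in both comparisons with RANKL. For the vitamins against RANKL, the log2 fold change (-7.62) ranged from -12.25 to -7.087 when 1 replicate was left out. It was -12.25 without RANKL + Vit D + K replicate 2, the only vitamin library with Oscar counts. The size of that fall therefore depended on this library. Leaving out 1 replicate gave a log2 fold change from 6.925 to 8.206 for RANKL against PBS, with an adjusted p-value above 0.05 without PBS replicate 1 (0.0518) or PBS replicate 3 (0.0541); the adjusted p-value over all alternatives was 5.21e-05 to 0.0541. For the vitamins against PBS, where counts are 9 or lower, the log2 fold change was -0.1958, 0.002811 under quantile normalization, and from -4.824 to 0.5769 when 1 replicate was left out. The depth of these libraries limits this comparison. The pathway of osteoclast differentiation stayed above an adjusted p-value of 0.05 in all 26 alternatives (0.219 to 0.747).

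Of 1821 values of 41 genes other than Oscar under alternatives, 1675 kept direction and call, 77 lost the call, 49 gained it and 20 reversed. Vkorc1 for RANKL against PBS (-0.04673) became 0.07744, 0.07364 and 0.07784 with limma at pseudocounts of 0.1, 1 and 0.01, 0.0107 with no filter, 0.004601 with only the 2 groups compared, 0.1573 with sample quality weights, and from -0.09932 to 0.05544 when 1 replicate was left out. Ggcx and Fcer1g for the vitamins against RANKL became 0.03176 and 0.01795 with the GC and length trend removed, and 0.03836 and 0.0217 with the block as well. When 1 replicate was left out, Gm4951 for RANKL against PBS ranged from -0.17 to 0.822, Camp from -0.2486 to 1.777, and Atp6v0d2 for the vitamins against RANKL from -0.8051 to 0.1243.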

Differences from the paper's values

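Of the tests in this part, only the camera tests were chosen after the data were seen, and camera with the replicate block after its values without the block were seen. None of the paper's counts differed from the value here by more than 1.5 times. The paper reports 39 pro-osteoclastic and 2 anti-osteoclastic genes, and 53 and 2 were found here. No setting that was run gave 39 pro-osteoclastic genes. The nearest were an FPKM of at least 1 in every replicate of the higher group (41 genes), an FPKM of at least 1 in at least 3 samples (42 genes) and an adjusted p-value in the screen (43 genes), all set before the data were examined. The paper shows about 110 genes in Fig. 8A, read by eye, as higher in RANKL than in PBS, and 152 were found here (113 with an FPKM of at least 1 in every replicate, and 104 without RANKL replicate 2). It shows about 390 genes in Fig. 8A as lower with the vitamins, and 493 were found here (389 with quantile-normalized FPKM). It shows about 17 in Fig. 8A as lower in RANKL than in PBS, and 18 were found here (17 with an FPKM of at least 1 in every replicate). It shows about 180 in Fig. 8A as higher with the vitamins, and 213 were found here (178 with an FPKM of at least 1 in at least 3 samples, 177 without RANKL + Vit D + K replicate 1, and 175 with an FPKM of at least 1 in every replicate).

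The heat map of Fig. 8B shows Gm33929 as a pro-osteoclastic gene, and it did not pass here (unadjusted p = 0.0557 from edgeR's quasi-likelihood test). Gm33929 passed, with all 41 genes of the heat map, under limma on log2(FPKM + 0.1), the same with sample quality weights, DESeq2, only the 2 groups compared, an FPKM of at least 1 in at least 3 samples, and no p-value criterion. It also passed, while other genes of the heat map did not, under limma with a pseudocount of 1 and without RANKL + Vit D + K replicate 3. These settings were set before the data were examined. It passed as well with counts divided by 4, a setting chosen after seeing the values. The paper states that the osteoclast differentiation pathway is enriched among the screened genes. Its adjusted p-value here was 0.618, and none of the 26 alternatives set before the data were examined brought it under 0.05 (0.219 to 0.747). In the camera test over all genes of the pathway, the adjusted p-value for lower expression with the vitamins was 0.0628, and it was 0.0285 with the replicate block, which was chosen after seeing the values. Without the block, 62 of 301 pathways had an adjusted p-value under 0.05 in that test. The paper shows the pathway at about 2.5 in Fig. 8C, read by eye as -log10 of its p-value, and the value here was 1.71, or 2.25 without RANKL + Vit D + K replicate 2.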

Other observations

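Chosen only after the result was seen were the permutation tests of gene sets, their camera tests with the replicate block, the test of stress genes without Atf4, and the tests on the fold-change-only version of the separate RANKL libraries, on the position of vitamin replicate 2, on counts of 4, and on 1 library alone for the stress genes; the other camera tests were chosen after the data were seen.

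The 400 genes higher in RANKL than in PBS included 173 (43.25%) that were lower with the vitamins than with RANKL alone, against 17.2% of all tested genes. Both comparisons use the same RANKL libraries, so a RANKL library that is high by chance raises the first fold change and lowers the second. With separate RANKL libraries, 14.8% of 750 induced genes were lowered when replicate 2 stood against PBS (12.3% of all tested genes), 63.4% of 41 when replicate 1 did (7.84%) and 71.8% of 39 when replicate 3 did (8.7%). By fold change alone, the share that was 4-fold lower was 11.7% of 429 genes for replicate 2, 44.5% of 137 and 42.2% of 116 for replicates 1 and 3, and 36.3% of 171 with the same libraries. Among genes with a mean FPKM of at least 1 in the RANKL libraries set against the vitamins, 5.02%, 4.23% and 4.51% were 4-fold lower. The number of genes that met both conditions changed less, with 50, 61 and 49 for replicates 2, 1 and 3 and 62 with the same libraries. The share may therefore depend on how many genes a single RANKL library places among the induced ones. The model fits with separate libraries cannot decide this, since each set a single RANKL library against PBS and the induced genes changed with that library. Whether shared libraries account for part of the 173 was therefore left open. Of 100 assignments drawn of the 108 that place 1 library of each replicate number in each group, 10 gave at least as many genes in the screen as the real one (53 genes, highest other 186), and 5 gave as many RANKL-induced genes lowered by the vitamins (173, highest other 2161). Of the 9 other assignments with as many screened genes, 6 have 2 or 3 vitamin libraries in the place of the RANKL group, as do all 4 of the other assignments for the reversal. These counts therefore include assignments that hold the vitamin effect itself, and they do not separate the real screen from other assignments at 5%.

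The 3 vitamin libraries lay at 115%, 51.6% and 101% of the effect that the other 2 libraries showed, and replicate 2 was the nearest to the RANKL group. Lower exposure to vitamin D was not supported by Cyp24a1, whose FPKM in replicate 2 was 0.41, the highest of the 3. Mixing with RANKL cells would give equal shares in genes seen only with RANKL and genes seen only with the vitamins, and the shares were 0.0458 and 0.73 in replicate 2, a difference of 0.684. Replicate 1, which lay farthest from the RANKL group, had a larger difference (0.795), and replicate 3 had 0.0853, so the difference alone does not tell whether replicate 2 was mixed. When the other 2 vitamin libraries were mixed with RANKL at the share of 0.0458, their position was 85.79%, so mixing at that share accounts for less of the shift than it leaves. The total count of replicate 2 was 1.026 times the mean of the other 2. No other cause was tested.

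Trib3, and Ddit3 and Atf4, which were chosen after their values were seen, were higher with the vitamins (log2 fold changes 7.63, 4.50 and 3.24, adjusted p = 2.08e-05, 0.00012 and 0.00027, edgeR), in all 3 vitamin libraries above all RANKL libraries. Of 7 genes annotated to the PERK and ATF4 stress response other than Trib3 and Ddit3, 6 were higher and 1 lower past the threshold (median log2 fold change 0.56). The 7 genes were Atf4, Eif2ak3, Eif2s1, Eif2s2, Eif2s3x, Nfe2l2 and Tmed2, and whether their level follows the activity of that response was not tested. The camera p-value of these genes was 5.14e-05, 0.000177 with the replicate block and 0.00311 once the GC and length trend was removed. Without Atf4, 5 of 6 genes were higher (median log2 fold change 0.544), and these p-values were 0.00419, 0.00687 and 0.019. The mean log2 expression of either set was higher in every vitamin library than in every RANKL library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The median was 0.4779 with the least favourable vitamin library left out, under the 0.5 set for this test, so a share of the shift may rest on 1 library. A stress response of the cells to the vitamins is a candidate explanation for these genes, and the vehicle of the vitamins and each vitamin alone were not analysed here.

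Of the other marker sets tested by camera, the dendritic cell genes were lower with the vitamins than with RANKL (median log2 fold change -4.82, adjusted p = 0.000896, 6 of 8 genes lower and 1 higher past the threshold) and higher with RANKL than with PBS (median 1.5, adjusted p = 7.35e-05, 1 of 8 genes higher past the threshold). The 2 tested B cell genes were both lower with the vitamins (median -5.02, adjusted p = 0.0035). In these 3 comparisons the mean log2 expression of the set did not overlap between the groups (exact two-sided permutation test, p = 0.1). The proliferation genes were higher with RANKL than with PBS by camera (median 1.25, adjusted p = 0.0035, and 2.26e-08 with the replicate block), but their mean overlapped between the groups (exact two-sided permutation test, p = 0.3). For the vitamins against RANKL, the proliferation genes had a median of 0.94 and an adjusted p-value of 0.194 by camera, and 0.00745 with the replicate block, and their mean overlapped as well (exact two-sided permutation test, p = 0.3). No explanation was tested for these sets.

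Counts of 4 were 2.217 times as frequent as the mean of counts of 3 and 5, and counts of 8 and 12 were 1.37 and 1.16 times as frequent as their neighbours. This pattern may come from 4 counts for each read pair in part of the genes. With counts divided by 4, the RANKL-induced genes lowered by the vitamins were 247 and the screen found 55 pro-osteoclastic genes.

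Of the genes the paper measures by other assays, Nfatc1 had a log2 fold change of 0.81 for RANKL against PBS (adjusted p = 0.0121, edgeR) and -1.27 for the vitamins against RANKL (adjusted p = 0.00044, edgeR). Fos did not pass the threshold in either comparison (1.98, adjusted p = 0.537, and -1.89, adjusted p = 0.353, edgeR), and with the replicate block these values were 1.69 (adjusted p = 0.433, edgeR) and -3.78 (adjusted p = 0.0602, edgeR). Its counts in replicates 1, 2 and 3 were 3017, 4929 and 1428 with PBS, 11420, 25462 and 4295 with RANKL, and 114, 10811 and 71 with the vitamins, so that in each same-numbered comparison it was higher with RANKL than with PBS and lower with the vitamins than with RANKL. The fall with the vitamins passed in 2 of 20 alternatives, sample quality weights in limma and the fit without RANKL + Vit D + K replicate 2, and its adjusted p-value ranged from 1.27e-06 to 0.635. Ntn1, which encodes Netrin-1, had 35, 92 and 42 counts with RANKL, 6, 34 and 4 with PBS and 134, 25 and 102 with the vitamins. Neither comparison with RANKL passed (1.79, adjusted p = 0.334, and 0.86, adjusted p = 0.47, edgeR), nor did they with the replicate block (adjusted p = 0.314 and 0.376, edgeR). In each same-numbered comparison Ntn1 was higher with RANKL than with PBS. Ntn1 was also higher with the vitamins than with PBS (2.65, adjusted p = 0.045, edgeR), but the libraries of these groups overlapped. Against RANKL, the count with the vitamins was higher in replicates 1 and 3 and lower in replicate 2. The paper reports that both vitamins together lowered Netrin-1 by RT-qPCR and Western blot, and no such fall was detected in these low counts.

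The sequences of the mouse primers in Table S1 were compared with the transcripts of GENCODE release M21. The pair listed for Oscar (TTGCAAAGCCTGTGATTGCC and GCCTCTCAGGACCTCCCTAA) matched Ntn1 on chromosome 11 without mismatch, the forward primer across an exon junction and the reverse primer in the 3′ UTR, and had at least 7 mismatches with every Oscar transcript. The pair listed for Netrin-1 (GTCGCTCGGCAAGAAGTTTG and TGTACATTTTGCGGCACTGC) also matched Ntn1. The pair listed for mouse GAPDH, which is the same as the pair listed for human GAPDH, had no exact match in a mouse transcript, with at least 7 mismatches (forward) and 3 mismatches (reverse) to Gapdh. The paper presents Table S1 as the list of its RT-qPCR primers. Whether the printed sequences hold an error cannot be told from the text.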
